# Unveiling the regulatory network controlling natural transformation in lactococci

**DOI:** 10.1371/journal.pgen.1011340

**Published:** 2024-07-01

**Authors:** Frédéric Toussaint, Marie Henry de Frahan, Félix Poncelet, Jean-Marc Ladrière, Philippe Horvath, Christophe Fremaux, Pascal Hols

## Abstract

*Lactococcus lactis* is a lactic acid bacterium of major importance for food fermentation and biotechnological applications. The ability to manipulate its genome quickly and easily through competence for DNA transformation would accelerate its general use as a platform for a variety of applications. Natural transformation in this species requires the activation of the master regulator ComX. However, the growth conditions that lead to spontaneous transformation, as well as the regulators that control ComX production, are unknown. Here, we identified the carbon source, nitrogen supply, and pH as key factors controlling competence development in this species. Notably, we showed that these conditions are sensed by three global regulators (i.e., CcpA, CodY, and CovR), which repress *comX* transcription directly. Furthermore, our systematic inactivation of known signaling systems suggests that classical pheromone-sensing regulators are not involved. Finally, we revealed that the ComX-degrading MecA-ClpCP machinery plays a predominant role based on the identification of a single amino-acid substitution in the adaptor protein MecA of a highly transformable strain. Contrasting with closely-related streptococci, the master competence regulator in *L*. *lactis* is regulated both proximally by general sensors and distantly by the Clp degradation machinery. This study not only highlights the diversity of regulatory networks for competence control in Gram-positive bacteria, but it also paves the way for the use of natural transformation as a tool to manipulate this biotechnologically important bacterium.

## Author summary

Lactic acid bacteria play important roles in our daily lives as microbiota members or fermentation starters. Understanding the natural horizontal gene transfer mechanisms that shape their genomes will allow us to better control and understand their evolution over time. This study identified the physiological conditions that activate competence for DNA transformation in *Lactococcus lactis*, one of the most important lactic acid bacteria. We also unveiled the guardians of the master competence regulator, ComX. In this species, global carbon and nitrogen regulators, as well as a general stress system, directly repressed its production instead of its activation by classical cell-to-cell communication systems as reported in streptococci. Furthermore, it was discovered that ComX degradation, orchestrated by the Clp machinery, plays a dominant role in the strict control of competence activation. This alternative regulation model could inspire future work aiming to uncover competence regulation networks in other Gram-positive bacteria with important medical or biotechnological implications.

## Introduction

*Lactococcus lactis* is one of the most studied species among lactic acid bacteria for both basic and applied research. Initially, the food industry has used its ability to produce lactic acid for centuries to preserve a wide variety of fermented foods (e.g., cheese, buttermilk, and sour cream) [1]. In addition, *L*. *lactis* is now largely exploited as a safe production platform for recombinant proteins due to their easy production and downstream purification [2]. Finally, this species is of high interest as a vector for therapeutics or vaccine antigens [3,4]. Because of all of these possible applications, *L*. *lactis* has become a powerful living tool of tremendous interest across the scientific community in just a few decades [1].

One of the commonalities shared by this large subset of applications is the ability to easily modify the lactococcal genome. Aside from commonly used techniques such as electroporation, conjugation, or transduction, the use of competence for DNA transformation is an appealing alternative. Natural transformation is a horizontal gene transfer process in which the bacterium is able to capture, internalize, and recombine a naked DNA fragment present in the extracellular environment [5]. This process is thus of major interest for a variety of reasons. First, natural transformation does not necessitate the involvement of a third party as required for conjugation or transduction (i.e., another cell or a bacteriophage, respectively). Second, the donor DNA could simply be a linear fragment obtained by polymerase chain reaction and added to the culture medium. Third, natural transformation provides a quick and accurate genome editing tool [6].

Competence activation is typically divided into two distinct phases (i.e., early and late). During the early phase, a stimulus provokes the expression of the central regulator of competence. The latter, in association with the RNA polymerase, will then trigger the expression of the competence (*com*) regulon, which corresponds to the late phase [7–9]. This regulon codes for all proteins responsible for DNA transformation, from DNA capture outside the cell to recombination into the genome (for recent reviews, see [6,10]). While the late-phase development and associated mechanisms are well conserved across prokaryotes, stimuli and regulators responsible for the expression of the central regulator of competence are highly species-specific (for a review, see [9]).

In the closely-related streptococci, competence was shown to be controlled by a pheromone quorum-sensing system that directly activates the central competence regulator ComX (σ^X^) [8]. In four out of the six groups of streptococci (i.e, salivarius, mutans, pyogenes, and suis), the intracellular sensor ComR of the Rgg family was identified, in combination with its secreted and re-internalized communication peptide XIP (ComX-Inducing Peptide, ComRS system), as the main trigger of competence activation [8,11,12]. In the two other groups (i.e., mitis and anginosus), a different communication system is in charge of competence activation [9]. This system is based on a phospho-relay that is activated by the secreted communication peptide CSP (Competence-Stimulating Peptide, ComCDE system). The peptide is not re-internalized in this case but instead interacts with the extracellular part of the histidine kinase from the two-component system (TCS) ComDE [13]. After a phosphorylation cascade, the response regulator ComE~P triggers *comX* expression [14]. In *Bacillus subtilis*, a similar mechanism was identified with the ComXAP system, in which the communication peptide ComX is secreted in the extracellular environment to activate the TCS ComAP [15]. This leads to the production of ComS, a small intracellular peptide that disrupts the interaction between the central regulator of competence ComK and the adaptor protein MecA [16–18]. This loss of interaction prevents ComK from being degraded by the ClpCP machinery, allowing its accumulation and expression of the late *com* regulon (for a review, see [19]).

So far, no such mechanisms of early-phase activation have been identified in *Lactococcus* species. However, a systematic analysis of all sequenced and complete genomes of *L*. *lactis* revealed that ~25% of the strains have a complete and intact set of late *com* genes along with the *comX* gene, and that this relatively small proportion of strains is primarily isolated from plants [6]. Interestingly, two strains containing the entire set of late *com* genes, *Lactococcus cremoris* KW2 and *L*. *lactis* KF147, were challenged for their ability to be transformed by exogenous DNA upon artificial ComX overproduction [20,21]. In both cases, the controlled induction of ComX allowed transformation events, demonstrating the capacity of *L*. *cremoris* and *L*. *lactis* to develop and carry out natural transformation [20,21]. Besides, spontaneous natural transformation has never been observed in those two species [20,21]. While an increase in *comX* expression along with some late *com* genes was reported under carbon starvation conditions in *L*. *lactis* KF147, transformation attempts with linear plasmid DNA failed [22]. In *L*. *cremoris* KW2 containing the *comX*-overexpression plasmid in non-induced conditions, low spontaneous transformation events were observed in mutant strains lacking MecA, ClpC, or ClpP [20]. However, this was attributed to a weak leakage of the inducible promoter and the cell’s inability to degrade ComX via the MecA-ClpCP machinery, resulting in ComX accumulation above the competence activation threshold [20].

In this work, we report the first observations of spontaneous competence in multiple *L*. *lactis* strains after optimization of DNA transformation conditions. Notably, we identified three global nutritional/stress regulators that repress *comX* transcription directly. Furthermore, we discovered a plant-derived *L*. *lactis* strain capable to transform at high level due to a single amino-acid substitution in the adaptor protein MecA of the Clp machinery. Together, these findings show that competence development in *L*. *lactis* is negatively controlled by (i) global regulators sensing nutritional and environmental conditions to modulate ComX abundance and (ii) the Clp machinery degrading ComX to limit its availability, both levels of regulation ensuring tight control of competence activation in this species.

## Results

### Spontaneous transformation of *L*. *lactis* is strain-dependent

An *in silico* screening of an in-house database of ~300 genomes of *L*. *lactis* allowed the identification of 18 strains (16 of plant origin) harboring the complete and supposedly intact set of *com* genes required for DNA transformation (*comX* and 16 late genes) (S1 Table) [20,23]. These 18 strains were initially tested for their potential ability to perform natural transformation. For this purpose, we used a plasmid-based system that allows *comX* overexpression by xylose induction (pGhP_xylT_*comX*, carrying *comX* from strain IO-1) [20]. This plasmid was successfully electroporated in 16 out of the 18 selected strains. As negative control, we electroporated the plasmid in strain 1AA59 of *L*. *lactis* that contains a mutation in the *comFA-FC* operon. This mutation generates a fusion product between ComFA and ComFC that should alter the functionality of the transformasome (S1 Table). Transformation assays were performed in M17GX (0.1% glucose-1% xylose) with a mutated version of the *rpsL* gene (rpsL*, RpsL-K56R) as donor DNA, which confers streptomycin resistance [20]. While strain 1AA59 could not be transformed, 15 out of the 16 strains harboring an intact set of *com* genes displayed a transformation rate between ~10^−7^ and ~10^−2^ (S1A Fig). Those results highlight a high correlation between the presence of a complete set of competence genes and the functionality of the natural transformation machinery.

After this validation step, we assessed these strains for spontaneous transformation in rich medium M17G (0.5% glucose) with rpsL* DNA. Notably, strain DGCC12653 of plant origin was the only one to show spontaneous transformation events in those conditions (S1B Fig). We validated that natural transformation took place through the transformation machinery since a deficiency in ComX or in the DNA channel ComEC abolished transformability (Fig 1A). Moreover, a time-lapse experiment showed that transformation occurred at the entry of the stationary growth phase (Fig 1B), contrasting with competence development in streptococci that takes place during the early logarithmic phase [7,8], yet similar to this phenomenon in *B*. *subtilis* [19].

**Fig 1:**
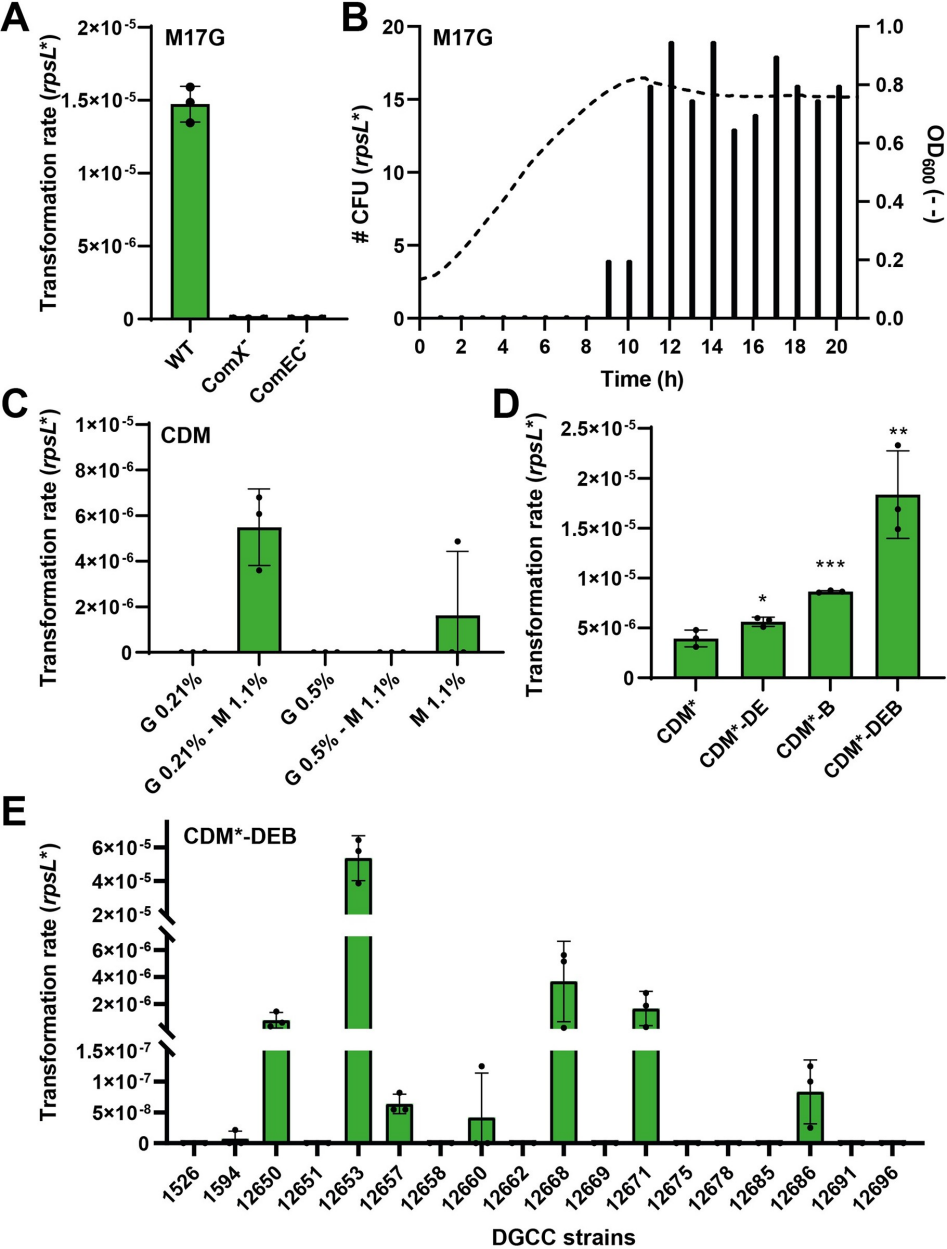
Effects of medium composition on spontaneous natural transformation. (A) Effects of the inactivation of ComX or ComEC on DGCC12653 transformability in M17G medium. (B) Timing of transformation events (bars, number of streptomycin-resistant CFUs) during cell growth (dotted line) in M17G medium. (C) Effects of glucose [G]-maltose [M] concentrations (%, w/v) on transformation rate in CDM. (D) Effects of the omissions of aspartate and glutamate [-DE], nitrogen bases[-B], and their combination [-DEB] on transformation rate in CDM* (CDM Glu 0.21%—Mal 1.1%). The optimized competence-inducing medium was named CDM*-DEB. Statistical *t* test was performed for each omission in comparison to the CDM* medium (*n* = 3; *, *P* < 0.05, **, *P* < 0.01, and ***, *P* < 0.001). (E) Transformation rates of 18 *L*. *lactis* strains harboring the complete set of competence genes in CDM*-DEB. All transformation assays were performed with rpsL* as donor DNA (20 μg ml^-1^), added at time zero. Cells were spread after ~24 hours of culture (except in panel B). Dots show the values for biological triplicates (panel A) or technical triplicates (panels C, D, and E); mean values ± standard deviations.

Together, these results showed that spontaneous transformation of *L*. *lactis* is highly strain-dependent in commonly-used rich medium and develops at the entry of the stationary growth phase.

### The carbon source and diauxic shift are triggers of spontaneous transformation

In order to explore the influence of various compounds in the growth medium on competence activation, we investigated transformation of strain DGCC12653 in chemically-defined medium (CDM) [24]. As the carbon source was previously shown to have a strong impact on spontaneous transformation in many bacteria [25], we tested a large set of sugars using phenotype microarrays (Biolog plates). While no transformation was observed in CDM with glucose (0.5%) as the sole carbon source, we obtained transformants at low levels (~10^−8^, < 10 transformants) with alternative sugars mainly originating from plants (i.e. maltose, xylose, cellobiose, galactose, and arabinose). As glucose starvation was previously reported to trigger the expression of competence genes in *L*. *lactis* [22,26], we attempted to combine these two effects by testing the influence of a diauxic shift on transformability. Transformation assays were performed in CDM supplemented with glucose and maltose in different ratios (from 0 to 1%). A design of experiment (DoE; central composite plane) was set up and the surface response highlighted the most efficient mix between these two sugars (0.21% glucose-1.1% maltose) (Figs 1C and S1C). This competence-inducing medium (named CDM*) allowed a reproducible transformation rate of ~5 × 10^−6^ with rpsL*. We also investigated the effect of amino acid and nitrogen base (purines and pyrimidines) omissions on spontaneous transformation. By removing aspartate, glutamate and nitrogen bases from the CDM medium (named CDM*-DEB), the transformation rate was ~5-fold increased, reaching ~2.0 × 10^−5^ (Fig 1D). Finally, transformation assays (rpsL* DNA) in this optimized medium were performed with the 18 *L*. *lactis* strains harboring the complete set of late *com* genes. In those conditions, spontaneous transformation was observed in 8 out of the 18 wild-type strains, with a transformation rate ranging from ~10^−8^ to ~10^−5^. Among these strains, DGCC12653 remained the most efficient spontaneous transformer (Fig 1E).

Together, these results highlight that a sugar diauxic shift improves the transformation rate of a range of *L*. *lactis* strains, showing that growth on alternative carbon sources to glucose is a key physiological trait to activate spontaneous transformation in this species.

### The carbon catabolite regulator CcpA is a direct repressor of *comX*

To further investigate the role of the glucose-maltose diauxic shift on spontaneous competence of strain DGCC12653, we monitored the expression of the *comX* gene. For this purpose, a luminescence reporter system was designed by cloning the luciferase genes *luxAB* under the control of the *comX* promoter (P_*comX*_) in a low-copy number plasmid (pGhP_*comX*-_*luxAB*). Luminescence assays showed that *comX* expression was boosted after seven hours of culture, which corresponds to the diauxic shift between glucose starvation and a second growth consuming maltose (Figs 2A and S1D). Interestingly, fluorescence microscopy analyses (plasmid pGhP_*comX*_-*gfp*^*sf*^) revealed a heterogeneity in competence activation at the diauxic shift since only a subpopulation of cells activate the P_*comX*_-*gfp*^*sf*^ fusion at detectable levels (S2 Fig). Parallelly, we performed transformation assays by adding rpsL* DNA at the beginning of the culture and monitored the transformation rate every hour after DNA addition. While no transformation was observed before seven hours of culture, transformation events were detected one hour after the diauxic shift and increased until ten hours post DNA addition to reach a maximum transformation rate of ~6 × 10^−5^ (Fig 2A). This revealed that the diauxic shift stimulates ComX production at a sufficient level to allow competence activation.

**Fig 2:**
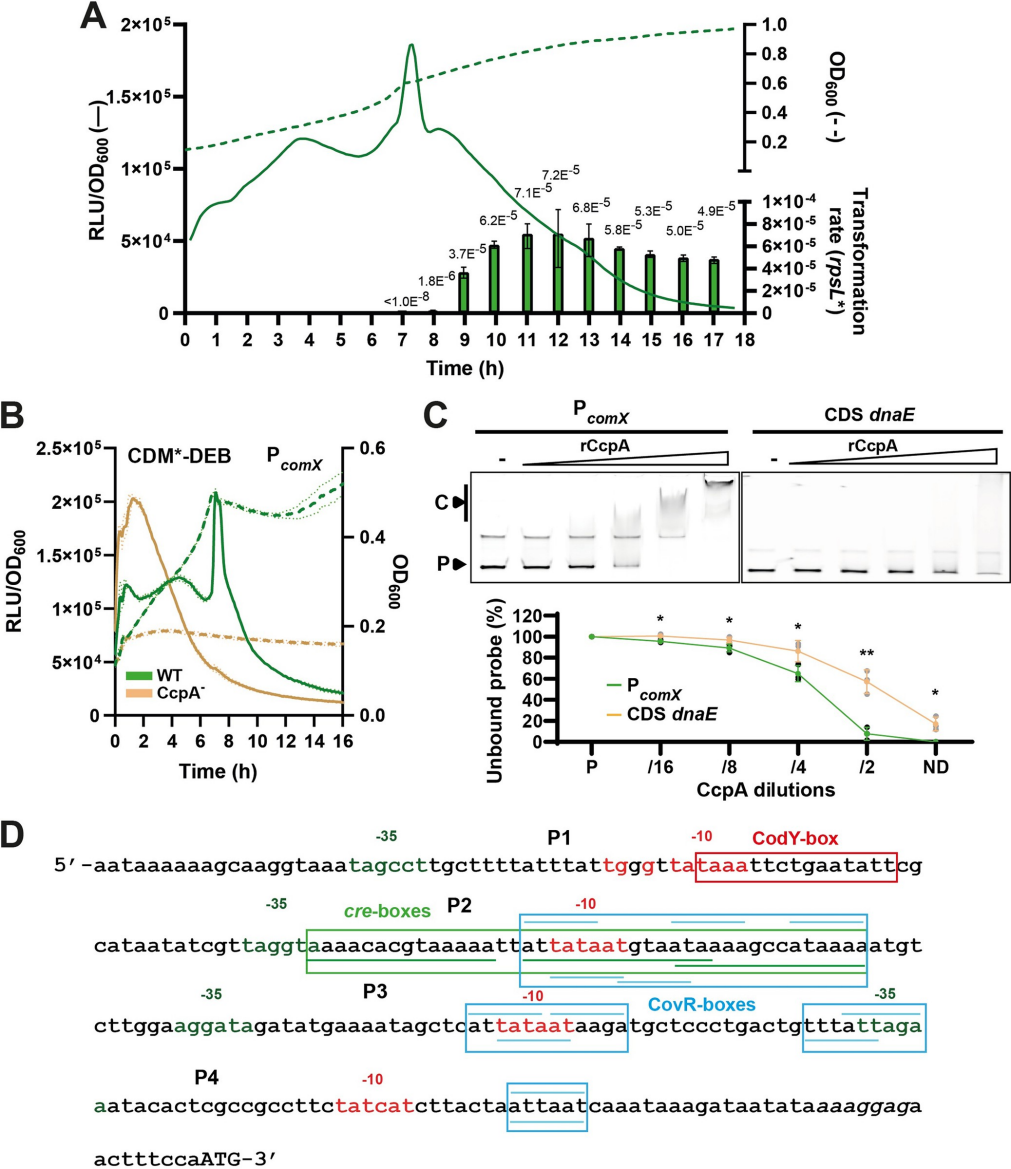
Involvement of CcpA in competence regulation. (A) Timing of transformation rate (green bars) during cell growth (green dotted line; OD_600_) and kinetics of P_*comX*_ specific luciferase activity (green solid line; RLU/OD_600_) for DGCC12653 WT in CDM*-DEB. Transformation assays were performed as reported in Fig 1. Bars show mean values of technical triplicates ± standard deviations. The mean value is indicated on the top each bar. (B) Growth (dotted lines; OD_600_) and kinetics of P_*comX*_ specific luciferase activity (solid lines; RLU/OD_600_) monitored over time for DGCC12653 WT (green) and CcpA^-^ (light brown) strains. Solid and dotted dark lines are representative of the mean of technical and biological triplicates (WT and CcpA^-^, respectively), and light lines are representative of standard deviation. (C) EMSAs (top panels) performed with a gradient of purified CcpA (rCcpA) on P_*comX*_ (left) and a 150-bp fragment of the CDS of *dnaE* as negative control (right). Lanes without rCcpA are indicated by a minus sign. C and P indicate the rCcpA-DNA complex and the unbound probe, respectively. Gels displayed are representative of technical triplicates. The percentage of unbound probe (bottom panel) for P_*comX*_ (green line) and CDS *dnaE* (orange line) was calculated using the Amersham Typhoon analysis software. ND and P stand for non-diluted rCcpA and probe-alone condition, respectively. Statistical *t* test was performed for each dilution in comparison to the negative control (*n* = 3; *, *P* < 0.05; **, *P* < 0.01). (D) Mapping of regulation elements identified in P_*comX*_ (intergenic region). CodY-, *cre*- and CovR-boxes are surrounded in red, green, and blue, respectively. Top and bottom blue lines correspond to CovR boxes identified on the top and bottom strands, respectively. Putative -35 and -10 boxes of mapped vegetative promoters (P1 to P4) are colored in red and dark green, respectively. The Shine-Dalgarno (italics) and start codon (capitals) of *comX* are mapped at the 3’end.

As we observed a stimulating effect of the diauxic shift on competence development, we questioned the role of the global transcriptional regulator CcpA (carbon catabolite control protein A) in this phenomenon. CcpA is involved in carbon catabolite repression (CCR) in Gram-positive bacteria and plays a role in the diauxic shift between the preferred glucose catabolism and alternative sugar utilization pathways in the closely-related species *L*. *cremoris* [27]. A *ccpA-*deleted mutant of strain DGCC12653 was constructed and transformed with the P_*comX*_-*luxAB* reporter system. We observed an increased expression of *comX* in the early growth phase (~2-fold) along with a major growth defect for the *ccpA* mutant compared to the wild-type in optimized conditions (Fig 2B). We also performed transformation assays in the same conditions that showed a decreased transformation rate when *ccpA* was deleted (S3A Fig). Although *comX* expression was slightly unleashed in the *ccpA* mutant, the constitutive CcpA deficiency has a global impact on growth and carbon metabolism that could be incompatible with the transformation process (e.g., alterations of cell-wall, ATP availability, or cell cycle).

To test whether CcpA is directly involved in competence regulation by binding P_*comX*_, we performed electrophoretic mobility shift assays (EMSAs) with purified CcpA of strain DGCC12653 (S3B Fig). The purified protein (CcpA with N-terminal 6-His tag; named rCcpA) was incubated with fluorescent Cy3-labelled P_*comX*_ (^Cy3^P_*comX*_) as a DNA probe (Fig 2C), which corresponds to the intergenic region located upstream of the *comX* gene. The results showed that rCcpA significantly interacts with P_*comX*_ compared to the control probe (CDS of *dnaE*) (Fig 2C). Thanks to *in silico* analyses and different DNA probes (S3C-S3E Fig), we were able to identify three potential CcpA-binding sites (*cre*-box consensus, WGWAARCGYTWWMA) (Fig 2D) [28]. We also searched *in silico* for vegetative promoters in the P_*comX*_ region and identified four candidates (named P1 to P4) (Fig 2D). Those putative promoters display similar features with a highly conserved -10 box (5 or 6 conserved positions with TATAAT) and a less conserved -35 box (3 conserved positions with TTGACA), separated by 16–18 nucleotides. The three *cre*-boxes overlap the putative vegetative promoter P2 in the upstream intergenic region of *comX* (Fig 2D).

Together, these results show that a sugar diauxic shift activates *comX* expression at the transcriptional level. They also suggest that CcpA directly represses P_*comX*_ in glucose conditions, a repression effect that is potentially alleviated on alternative carbon sources such as maltose.

### The nitrogen global regulator CodY is a direct repressor of *comX*

During the optimization process of CDM composition, we observed that omission of branched-chain amino acids (BCAAs; Leu, Val, and Ile) inhibited growth of strain DGCC12653 (increase in OD_600_ < 0.05 during 6 hours post-inoculation) but that an excess of isoleucine decreased *comX* expression and spontaneous transformation in optimized conditions (Fig 3A and 3B). As BCCAs are well known to control the activity of the nitrogen transcriptional regulator CodY in *L*. *lactis* and *L*. *cremoris* [28–31], we investigated its potential role in the control of competence. For this purpose, we generated a *codY*-deleted mutant of strain DGCC12653 that was transformed with the P_*comX*_-*luxAB* reporter system. CodY inactivation resulted in a nearly 10-fold increase in *comX* expression at the diauxic shift (Fig 3C and 3D) and a drastic improvement of the transformation rate (maximum of ~ 10^−3^) compared to the wild type in optimized conditions (Fig 3E). Moreover, fluorescence microscopy analyses performed at the diauxic shift revealed a higher P_*comX*_ activation, which also takes place in a larger part of the cell population than observed in the wild type (> 97% vs. 70% of cells, respectively) (S2 Fig). We also used P_*comGA*_ as a proxy of the activation of the late *com* phase, as *comGA* is a well-established gene under ComX control in lactococci [20,32]. The activation of the P_*comGA*_-*luxAB* fusion in the *codY* mutant was ~50-fold increased compared to the wild type (Fig 3D). In addition, a RNAseq analysis was performed to compare the wild type and the *codY* mutant using total RNAs extracted during the diauxic shift (S2 Table). This analysis confirmed the higher expression of *comX* along with the complete late *com* regulon in the CodY-deficient strain, corroborating the ComX regulon previously reported in *L*. *cremoris* [20]. These results suggest that CodY is somehow repressing competence development by downregulating *comX* expression and in cascade late *com* genes.

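Total RNA was sequenced from 1 culture each of DGCC12653 wild type and its *codY* mutant, both grown in CDM*-DEB at 30°C and collected at the glucose-maltose diauxic shift. The authors aligned the reads with Bowtie2 and counted reads per CDS with SeqMonk, which gave 8255543 CDS-mapped reads for the wild type and 11139595 for the *codY* mutant over the 2656 CDS of the deposited table. In every library the lowest deposited count is 1, so a CDS listed at 1 read had 0 or 1 read before deposit. For the values given here, the counts of each library were scaled to 10000000 CDS-mapped reads (standardized reads), and a fold is the standardized reads of the mutant divided by those of the wild type. Each fold carries an exact 95% interval from the conditional binomial distribution of the 2 counts (Clopper-Pearson), which covers counting error only. With 1 library per condition, no difference between strains has a replicate check and no test across strains was possible. CDS with fewer than 10 reads in both libraries were left out of counts over all CDS, which left 2354 CDS here. Gene names come from S1, S2 and S3 Tables and from the primers of S6 Table. The counting does not state whether strand was used, so reads of overlapping antisense transcripts cannot be told apart from sense reads.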

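The *codY* gene (SL12653_08790) had 3 reads in the *codY* mutant and 7746 in the wild type, so the deletion is visible in the library labelled as the mutant. Expression of *comX*, which encodes the alternative sigma factor of competence, was 8.55-fold higher in the *codY* mutant (95% interval 7.76 to 9.44), with 5123 reads against 444. All 16 late *com* genes of S1 Table were higher in the mutant, 15 of them by 3-fold or more. Their median fold was 24.5 (95% interval of the median 17.7 to 30.4, from the spread between the genes). That median lay above those of all 10000 random lists of CDS matched on mean expression, whose medians had a 95% range of 0.917 to 1.52. Among the genes of the competence pseudopilus, *comGA*, which encodes its ATPase, was 24.6-fold higher (21.1 to 29.0) and *comGC*, which encodes the major pilin, 34.9-fold higher (22.9 to 56.0). In the DNA uptake group, the folds were 30.2 for *comFA* (26.0 to 35.2), 20.0 for *comEC*, the uptake channel (16.5 to 24.6), and 17.7 for *comEA*, the DNA receptor (13.3 to 24.0). Among genes of DNA protection and recombination, *dprA*, whose product loads RecA on single-stranded DNA, was 28.1-fold higher (24.2 to 32.9) and *ssbB* 18.2-fold higher (16.0 to 20.6). The late gene below 3-fold was *recA*, at 2.71 (2.65 to 2.77). Only *comGG* had a count in the wild type as low as 1 read, and its fold of 40.8 has an interval of 7.02 to 1639. The paper sets these expression data beside its luciferase reporters, transformation assays and fluorescence microscopy of the *codY* mutant. From all of them it proposes that CodY represses competence development by lowering *comX* expression and, in cascade, that of the late *com* genes.

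**Figure D1:**
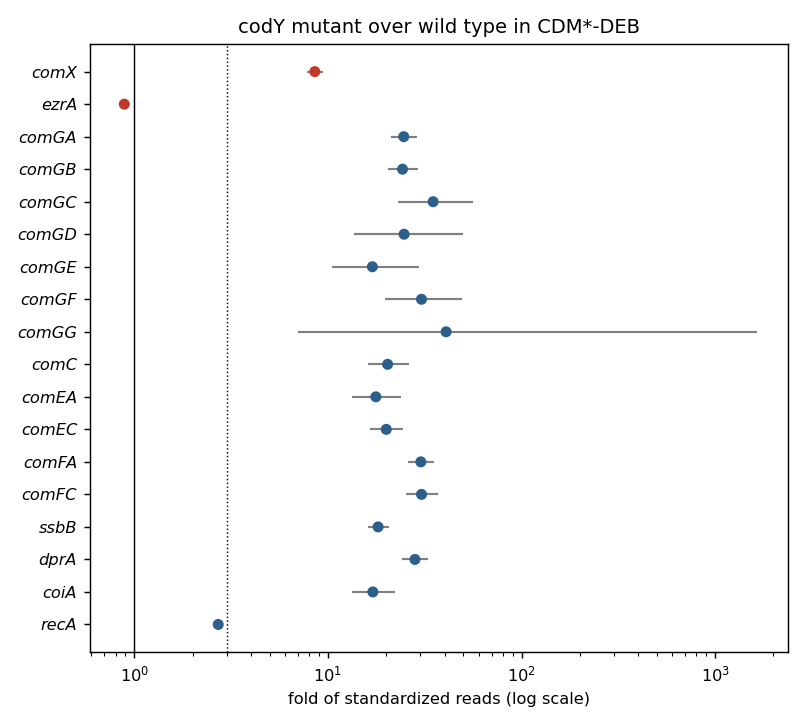
Fold of standardized reads in the *codY* mutant over the wild type in CDM*-DEB (horizontal log axis) for *comX* and *ezrA* (red) and the 16 late *com* genes of S1 Table (blue), 1 library per strain. Points are folds, lines are exact 95% intervals for counting error, the solid vertical line marks 1 and the dotted one 3; *recA* is the late *com* gene left of the dotted line, at 2.71.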

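The CDS just before *comX* on the chromosome, which the paper calls *ezrA* and which a primer of the *comX* locus matches (SL12653_13385), was at 0.887 times its wild-type level in the *codY* mutant (95% interval 0.859 to 0.917). Per kilobase of coding length, *comX* had 9347 standardized reads in the mutant and *ezrA* had 4217. Among the genes of the other regulators of *comX* named by the paper, *ccpA*, the gene of carbon catabolite control, had a fold of 1.01 (0.978 to 1.04) and *covS* of 0.860 (0.833 to 0.889). The gene *covR* differed more, with a fold of 0.388 (0.380 to 0.395), which is 2.58 times lower (2.53 to 2.63). Of the 10 genes that S2 Table adds to those of S1 Table, 8 were higher by 3-fold or more. They include *yqfG*, a predicted extracellular protein (31.1-fold, 28.7 to 33.9), the chaperone genes *groES* (8.03-fold, 7.36 to 8.76) and *groEL* (6.33-fold, 6.21 to 6.45), and the topoisomerase gene *topA* (4.16-fold, 4.05 to 4.28). The peptidase gene *pepF* was at 1.86 (1.77 to 1.96) and SL12653_05995 at 2.58 (1.60 to 4.30). The authors chose the genes of S2 Table by their fold in the *covRS* mutant and a ComX-box before them, so the *codY* libraries took no part in the choice. Over all tested CDS, 153 were higher and 50 lower by 3-fold or more, and the median fold was 1.21. Leaving out *codY* itself, 129 and 49 of these are listed in neither S1, S2 nor S3 Table, and the files do not pair them with names. The strongest of the lower ones by its interval, SL12653_09685, had 4710 reads in the mutant and 51286 in the wild type, 14.7 times lower (14.3 to 15.1). Neighbouring CDS moved together, since 39 of the higher and 21 of the lower CDS stood in runs of at least 3 consecutive CDS, against means of 1.45 and 0.039 when the positions were shuffled 1000 times.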

**Fig 3:**
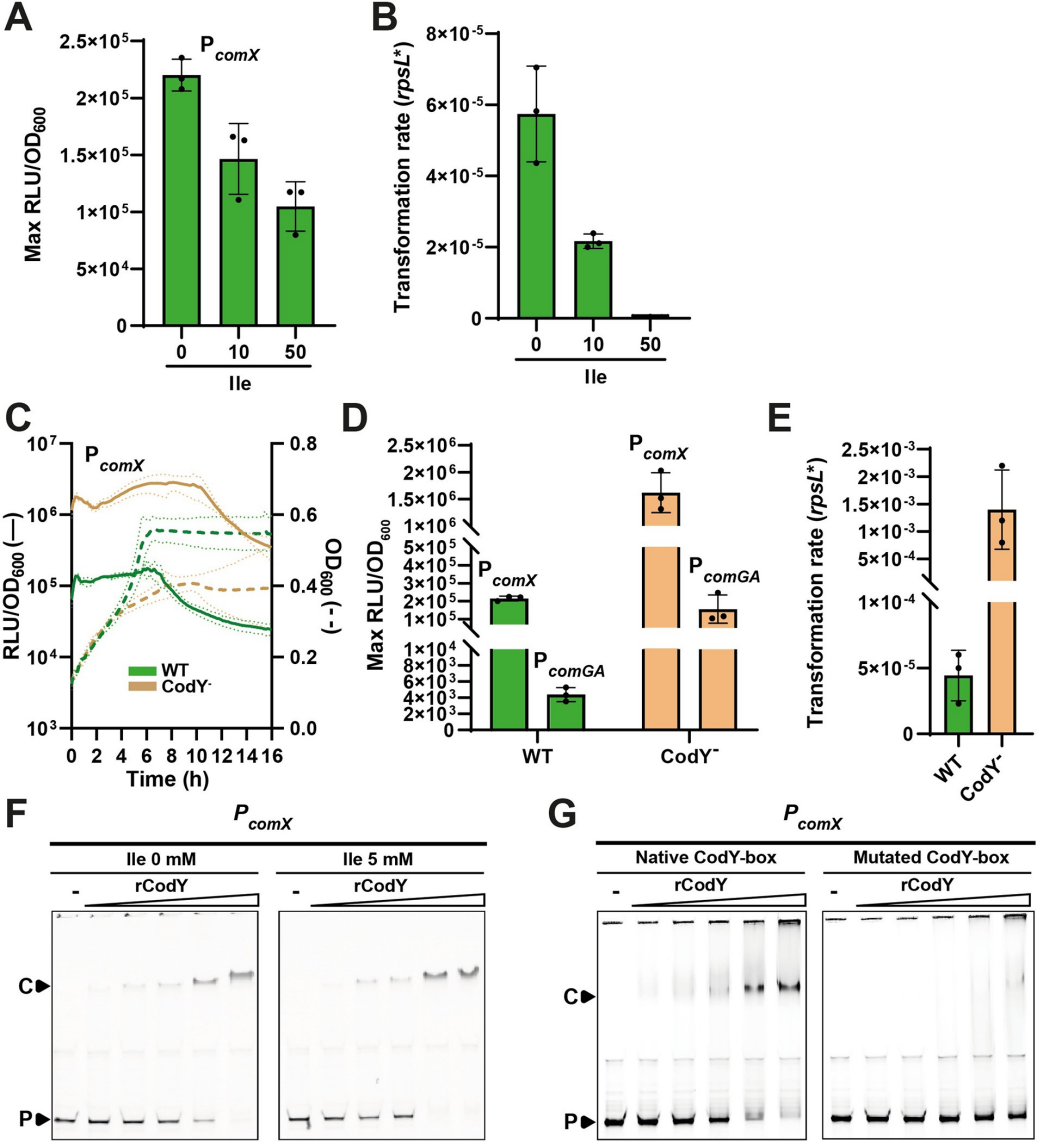
Involvement of CodY in competence regulation. (A) Effect of isoleucine excess on P_*comX*_ activity in DGCC12653 WT. Data show maximum specific luciferase activity (Max RLU/OD_600_) observed at the diauxic shift for different concentrations of isoleucine (Ile; 0, 10, and 50 mM) added to the initial concentration (0.76 mM) in CDM*-DEB. (B) Effect of isoleucine excess (conditions as in panel A) on transformability of DGCC12653 WT after overnight culture with donor DNA (C) Growth (dotted lines; OD_600_) and kinetics of P_*comX*_ specific luciferase activity (solid lines, RLU/OD_600_) monitored over time for WT (green) and CodY^-^ (light brown) strains in CDM*-DEB. Solid and dotted dark lines are representative of the mean of technical and biological triplicates (WT and CodY^-^, respectively), and light lines are representative of standard deviation. (D) Effect of *codY* deletion on activation of early (P_*comX*_) and late (P_*comGA*_) competence phases. Data show maximum specific luciferase activity (Max RLU/OD_600_) of P_*comX*_-*luxAB* and P_*comGA*_-*luxAB* reporter fusions, observed at the diauxic shift for WT (green) and CodY^-^ (light brown) strains in CDM*-DEB. (E) Effect of *codY* deletion on transformability. Data show transformation rates observed for WT (green) and CodY^-^ (light brown) strains in CDM*-DEB after overnight culture with donor DNA. Dots show the values for biological triplicates (CodY^-^) or technical triplicates (WT), mean values ± standard deviations. (F) Effect of isoleucine on CodY binding to P_*comX*_. EMSAs performed with a gradient of purified CodY (rCodY) on P_*comX*_ without (left) or with 5 mM isoleucine (right). (G) Identification of the CodY-box in P_*comX*_. EMSAs comparing rCodY binding to native (left) and mutated (right) CodY-boxes. In the mutated CodY-box, the two central nucleotides CG were swapped with AA. Lanes without rCodY are indicated by a minus sign. C and P indicate the rCodY-DNA complex and the unbound probe, respectively.

To question the possible direct interaction between CodY and P_*comX*_, we purified CodY of strain DGCC12653 (CodY with N-terminal 6-His tag; named rCodY) for binding assays (S4A Fig). EMSAs performed with ^Cy3^P_*comX*_ confirmed the direct binding of rCodY to P_*comX*_. Subsequent analyses revealed that rCodY binding was favored by the presence of BCAAs with the strongest effect observed with isoleucine (5 mM), but not by GTP as previously reported in *L*. *lactis* [30] (Figs 3F and S4B). We also identified a CodY-binding motif (CodY-box TAAATTC T GAATATT, conserved positions underlined; [29]) that overlaps the -10 box of the putative vegetative promoter P1 in the upstream intergenic region of *comX* (Fig 2D). To confirm the CodY-box, we mutated the two central nucleotides CG into two AA (TAAATTA T AAATATT), and showed that rCodY binding was drastically reduced (Fig 3G). In addition, the mapping of RNAseq reads on P_*comX*_ displays a strong increase of transcripts around the CodY box for the CodY-deficient strain compared to the wild type. However, most of those reads result from a transcriptional readthrough from the upstream *ezrA* gene (S4C Fig).

These results show that CodY represses competence development by downregulating *comX* expression through a direct binding on P_*comX*_ in *L*. *lactis*. This highlights that the central competence gene *comX* of this species is regulated by the cell nutritional status through the sensing of both carbon and nitrogen growth substrates.

### The environmental stress sensor CovRS is a direct repressor of *comX*

In order to determine if competence in *L*. *lactis* is controlled by a cell-to-cell communication system or stress sensor(s), as reported in other Gram-positive bacteria [7–9], we systematically inactivated all members of the Rgg family and TCSs. Ten Rgg and eight complete TCS (response regulator [RR] and histidine kinase [HK] in tandem) encoding genes were identified in the genome of strain DGCC12653 (S3 Table). All these genes were successfully inactivated by deletion, except the VicRK (WalRK) system that was previously reported to be essential in Gram-positive bacteria [33]. The collection of 17 mutants was tested for *comX* expression (P_*comX*_-*luxAB*) and spontaneous transformation in the optimized medium. All ten *rgg* mutants behaved as the wild-type strain, with less than a two-fold impact on transformation and luminescence (S5A and S5B Fig). Regarding the seven TCS mutants (tandem inactivation of RR/HK), similar analyses revealed that CovRS (DGCC12653_01910–01915) inactivation allowed both an increase in *comX* expression (up to 15-fold) and transformation rate (up to ~ 10^−3^), while all other deletion mutants did not significantly differ from the wild-type strain (Figs 4A-4C, S5C and S5D). Moreover, fluorescence microscopy analyses confirmed a high P_*comX*_ activation in a large part of the cell population (> 97%) for the CovRS-deficient strain (S2 Fig). A RNAseq analysis was also performed to compare the transcriptomes of the *covRS* mutant with the wild type. As the CovRS-deficient strain displayed a strong growth defect in CDM*-DEB, both the wild type and *covRS* mutant were propagated in CDM*. Total RNAs were extracted from cells collected during the diauxic shift, when spontaneous transformation was previously shown to take place. This experiment confirmed the increase of *comX* expression, as well as the complete set of late *com* genes, in the *covRS* mutant compared to the wild type (S2 Table). In addition, the P_*comGA*_-*luxAB* reporter system of the late competence phase was strongly induced (Fig 4B), confirming RNAseq data and high transformation rate.

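Here, 1 library of the *covRS* mutant and 1 of the wild type, both grown in CDM* at 30°C, were compared by the procedure described for the *codY* mutant. The wild-type library has 10400461 CDS-mapped reads and that of the *covRS* mutant 14123069, and 2309 CDS had at least 10 reads in 1 of them. The 10 most abundant CDS took 32.9% of the CDS-mapped reads in the wild type and 40.4% in the mutant. The primers of the deletion leave the first bases of *covR* and the last bases of *covS* in place, so reads from those ends can still be counted in the mutant. Of the 16 late *com* genes, 7 are listed at 1 read in the wild type, where the true count was 0 or 1.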

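In the *covRS* mutant, *covS* (SL12653_01910) had 4 reads against 6374 in the wild type and *covR* (SL12653_01915) had 83 against 70904. Expression of *comX* was 6.74-fold higher (95% interval 6.21 to 7.32), from 652 reads in the wild type to 5966 in the mutant. All 16 late *com* genes were higher by 3-fold or more, with a median fold of 329 (95% interval of the median 166 to 771) that lay above those of all 10000 matched random lists (95% range of their medians 0.659 to 1.75). Among the 7 late genes with more than 3 reads in the wild type, the median fold was 207. These are *dprA* (771-fold, 354 to 2101), *comFA* (400-fold, 238 to 731), *comC*, the prepilin peptidase gene (237-fold, 101 to 729), *comEC* (207-fold, 95.1 to 566), *ssbB* (201-fold, 141 to 299), *coiA* (24.4-fold, 17.5 to 35.0) and *recA* (3.56-fold, 3.46 to 3.66). The *comG* genes, which encode the pseudopilus, had 1 or 2 reads each in the wild type. In the mutant, *comGA* had 5065 reads, *comGB* 4068, *comGC* 954, *comGF* 831, *comGE* 386, *comGD* 225 and *comGG* 29. With a single read in the wild type, the fold of *comGA* is 3730 with an interval from 669 to 147354, so its size is known only from below. The wild-type library in CDM* has fewer late *com* reads than that in CDM*-DEB. With the latter as the control, which also changes the medium, 15 of the 16 late *com* genes passed 3-fold with a median fold of 17.4 (12.0 to 21.3), and *comX* was 7.85-fold higher (7.13 to 8.67). From these data the paper states that *comX* and the complete set of late *com* genes are more expressed in the *covRS* mutant. It also measured luciferase reporters, fluorescence of single cells and transformation, the latter at different pH too. From all of these it concludes that the stress sensor CovRS represses *comX* expression and transformation.

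**Figure D2:**
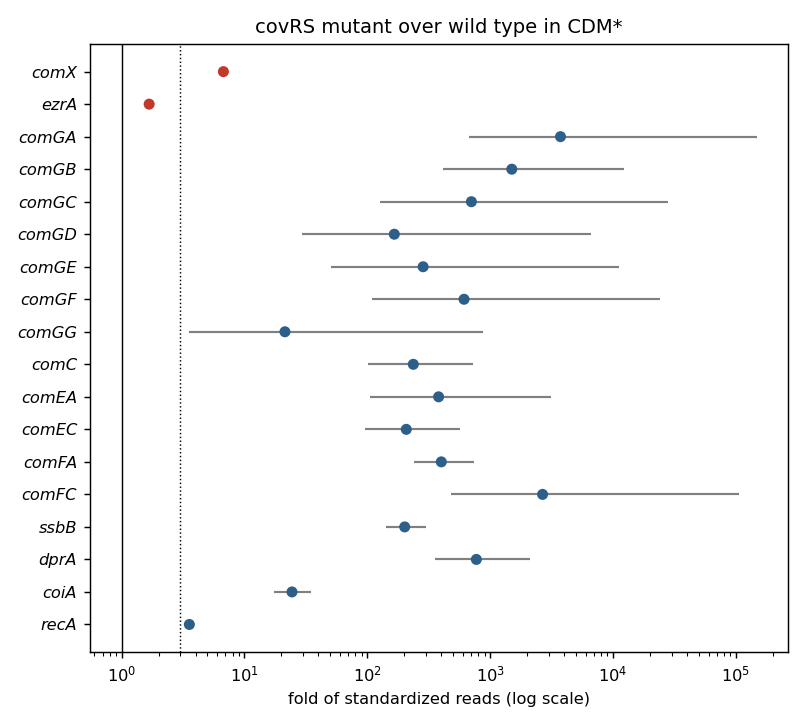
Fold of standardized reads in the *covRS* mutant over the wild type in CDM* (horizontal log axis) for *comX* and *ezrA* (red) and the 16 late *com* genes of S1 Table (blue), 1 library per strain. Points are folds, lines are exact 95% intervals for counting error, the solid vertical line marks 1 and the dotted one 3; the widest intervals belong to genes with 1 read in the wild type, such as *comGA*.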

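All 27 genes of S2 Table were higher by 3-fold or more in the *covRS* mutant, which is a criterion by which the authors chose them on these libraries, so their count is not independent evidence of a direction. Outside the late *com* genes, *yqfG* was 633-fold higher (95% interval 414 to 1022), *topA* 17.5-fold (16.5 to 18.5), *ffh*, a signal recognition particle gene, 9.27-fold (8.61 to 9.99), *groES* 5.79-fold (5.47 to 6.14), *pepF* 4.16-fold (3.88 to 4.48) and *groEL* 3.57-fold (3.52 to 3.63). With the wild type in CDM*-DEB as the control, 22 of the 27 passed 3-fold: *yqfG* was 18.3-fold higher (16.8 to 19.9), while *topA* was at 2.96 (2.87 to 3.04), *ffh* at 2.59 (2.47 to 2.72), *recA* at 1.47 (1.44 to 1.503), *pepF* at 1.36 (1.29 to 1.43) and *ydbC* at 0.856 (0.517 to 1.44). The gene *ywdE_bis* of S3 Table lies between *ydbC* and SL12653_05995 of S2 Table, and it was 3.75-fold higher (3.06 to 4.63) than in the wild type in CDM*. It did not follow these neighbours when *comX* was overexpressed in M17 with xylose. There *ywdE_bis* was at 0.980 (0.748 to 1.29), *ydbC* at 13.7 (9.10 to 21.5) and SL12653_05995 at 3.16 (1.69 to 6.41). For *ezrA* beside *comX*, *codY* and *ccpA* the side of 1 depends on the control: their folds were 1.68 (1.61 to 1.75), 1.13 (1.10 to 1.17) and 2.34 (2.25 to 2.44) over the wild type in CDM*, and 0.684 (0.662 to 0.707), 0.747 (0.725 to 0.770) and 0.761 (0.739 to 0.784) over that in CDM*-DEB. The CDS that follows *covS* in the direction of transcription from *covR* to *covS* was 18.3-fold higher (15.5 to 21.6). In the mutant, a chloramphenicol resistance cassette takes the place of most of *covR* and *covS* beside this CDS. Transcription from the cassette and an effect of CovRS on this CDS therefore cannot be told apart. Over all tested CDS, 267 were higher and 314 lower by 3-fold or more, with a median fold of 1.15, but the balance depends on control and scaling: 134 were higher and 347 lower with the wild type in CDM*-DEB as the control, and 361 higher and 262 lower with totals that leave out the genes of S1 and S2 Tables and the most abundant CDS. Of the former counts, 237 and 311 are in none of the paper's 3 tables. The strongest of the higher ones by its interval, SL12653_00615, was 198-fold higher (184 to 213). Over the wild type in CDM*-DEB it was still 25.7-fold higher (25.0 to 26.5). The strongest of the lower ones, SL12653_00720, had 72 reads in the mutant and 11619 in the wild type, 219 times lower (174 to 280). With 413 reads in the wild type in CDM*-DEB, it was 9.81 times lower (7.62 to 12.8) than there. Runs of at least 3 consecutive CDS held 98 of the higher and 146 of the lower CDS, against means of 7.54 and 12.3 after shuffling.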

**Fig 4:**
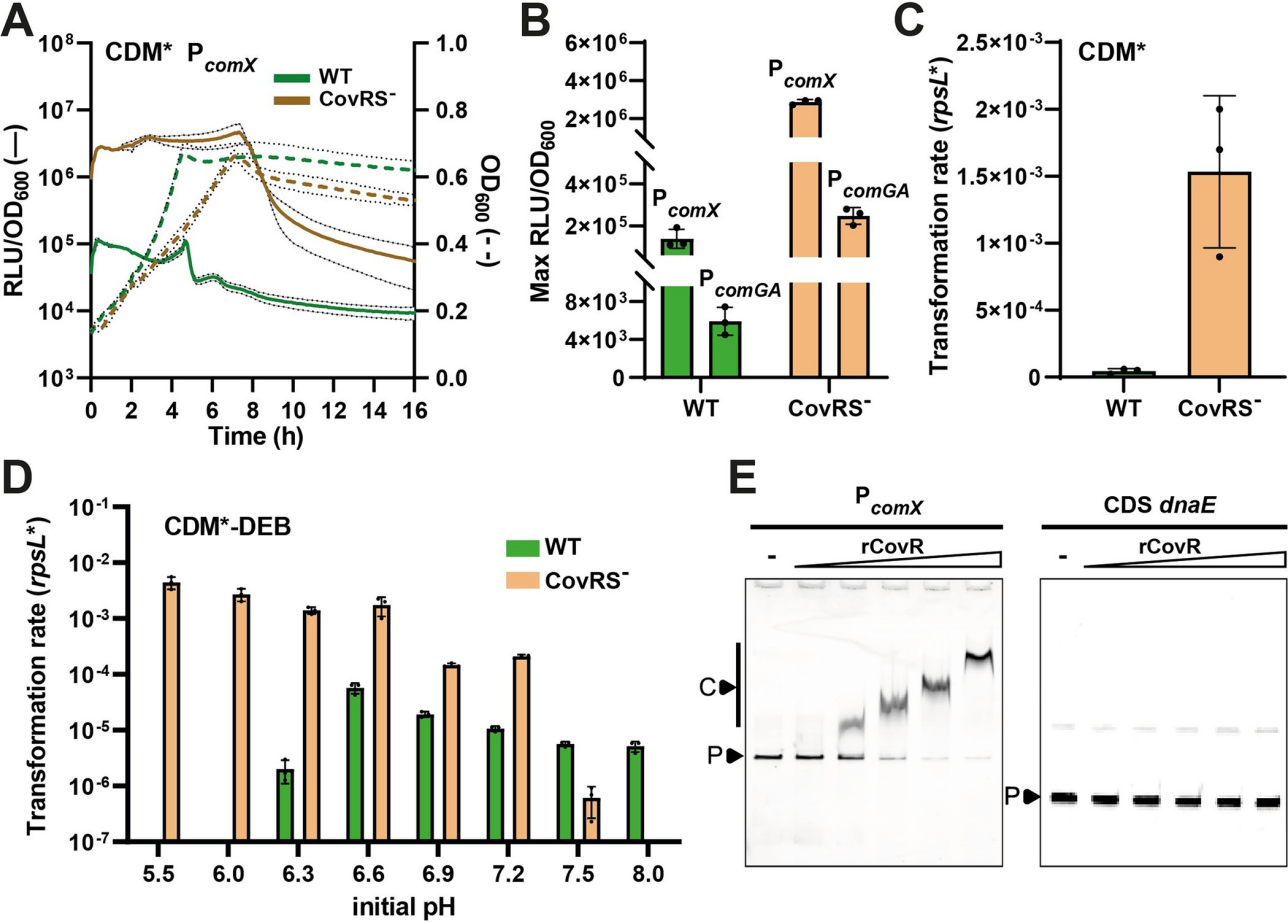
Involvement of CovRS in competence regulation. (A) Growth (dotted lines, OD_600_) and kinetics of P_*comX*_ specific luciferase activity (solid lines, RLU/OD_600_) monitored over time for DGCC12653 WT (green) and CovRS^-^ (brown) strains in CDM*. Solid and dotted dark lines are representative of the mean of technical and biological triplicates (WT and CovRS^-^, respectively), and light lines are representative of standard deviation. (B) Effect of *covRS* deletion on activation of early (P_*comX*_) and late (P_*comGA*_) competence phases. Data show maximum specific luciferase activity (Max RLU/OD_600_) of P_*comX*_-*luxAB* and P_*comGA*_-*luxAB* reporter fusions, observed at the diauxic shift for WT (green) and CovRS^-^ (light brown) strains in CDM*. (C) Effect of *covRS* deletion on transformability. Data show transformation rates observed for WT (green) and CovRS^-^ (light brown) strains in CDM* after overnight culture with donor DNA. (D) Effect of the initial pH on transformability. Data show transformation rates observed for WT (green) and CovRS^-^ (light brown) strains after overnight culture with donor DNA in CDM*-DEB buffered at different initial pHs. Dots show the values for biological triplicates (CovRS^-^) or technical triplicates (WT), mean values ± standard deviations. (E) EMSAs performed with a gradient of purified CovR (rCovR) on P_*comX*_ (left) and the CDS of *dnaE* as negative control (right). Lanes without rCovR are indicated by a minus sign. C and P indicate the rCovR-DNA complex(es) and the unbound probe, respectively. Gels displayed are representative of technical triplicates.

As CovRS and CodY are dominant repressors of *comX* expression, we also generated a double *covRS codY* mutant to evaluate additive or synergic effects. Although transformability and maximum *comX* expression were not increased, *comX* expression became constitutive during growth (S6 Fig). This suggests that these two regulatory systems are controlling *comX* with a different temporality, synergistically during early logarithmic growth and then dominantly by CovRS until the entry into the stationary growth phase (S6 Fig). As CovRS was previously shown to respond to pH in streptococci [34–36], we monitored the transformation rate in a range of initial pH values (pH 5.5 to 8.0). While spontaneous transformation in the wild-type strain was abolished below pH 6.6, the *covRS* mutant remained transformable in a much larger range of low pH values (Fig 4D). In addition to the nutritional sensors CcpA and CodY, these results show that the stress sensor CovRS represses *comX* expression and thus transformation efficiency in *L*. *lactis* DGCC12653.

To question the possibility that CovR directly regulates competence by binding P_*comX*_, we purified CovR from strain DGCC12653 (CovR with N-terminal 6-His tag; named rCovR) (S7A Fig) and performed EMSAs with P_*comX*_ as a probe. EMSAs showed that CovR was able to bind P_*comX*_, a binding that was improved when CovR was *in vitro*-phosphorylated (Figs 4E and S7B). EMSAs assays with different DNA probes allowed us to identify multiple CovR-binding regions covering putative promoters P2, P3, and P4 (Figs S7C-S7E and 2D). *In silico* analysis of these regions revealed multiple CovR-boxes (ATTARA) that were previously shown to be CovR-binding sites in streptococci (Fig 2D) [37,38]. We also showed that the mapping of RNAseq reads on P_*comX*_ displays a strong increase of transcripts downstream of the promoter P2 for the CovRS-deficient strain compared to the wild type, corroborating EMSA results (S7F Fig).

Altogether, these results indicate that classical cell-to-cell communication systems (Rgg and TCS) reported for competence control in Gram-positive bacteria [8] are not involved in *comX* activation in *L*. *lactis*. Conversely, these results confirm that *comX* expression is under the direct control of multiple global regulators, including the general stress sensor system CovRS, which responds to a range of environmental stimuli in closely-related species [34–36,39,40].

### The Clp degradation machinery plays a central role in competence repression

In order to extend the role of global regulators in the control of natural transformation in other *L*. *lactis* strains, we generated *codY* and *covRS* mutants in three additional *L*. *lactis* strains (DGCC12651, DGCC12671 and DGCC12678) whose natural transformation was validated by the artificial *comX* overexpression system (S1A Fig). The *comX* expression was similarly increased in those mutants compared to strain DGCC12653, corroborating the high conservation of the P_*comX*_ sequence in a range of *L*. *lactis* strains (S8 and S9 Figs), Surprisingly, none of these mutant strains (neither *codY* nor *covRS* deleted mutant) showed an increase in spontaneous transformation with rpsL* DNA in optimized conditions. These results suggest an additional layer of regulation at the post-translational level between ComX production and transcriptional activation of the late *com* genes.

As we previously reported that the ComX-degrading MecA-ClpCP machinery negatively affects artificially-induced natural transformation of *L*. *cremoris* [20], we compared the protein sequences of MecA, ClpC, and ClpP of these three strains with those from strain DGCC12653. While alignments of ClpC and ClpP proteins showed no specific amino acid variation, the adaptor protein MecA displayed a single amino acid change (L125R) that is only present in strain DGCC12653 (S10 Fig). To test whether the L125R substitution could be responsible for the spontaneous transformability of DGCC12653, we reciprocally swapped *mecA* genes between strains DGCC12653 (MecA-R125; rare) and DGCC12671 (MecA-L125; common) (Fig 5A). We also generated *mecA* deletion mutants (MecA^-^) of both genetic backgrounds. Notably, we observed that DGCC12653 that produces the common version of MecA (L125) lost its capacity to transform exogenous DNA. Conversely, the production of the rare version of MecA (R125) in a non-spontaneously transformable strain (DGCC12671) activated natural transformation at a rate comparable to a MecA-deficient strain (Fig 5B). In addition, we were able to delete *mecA* in 12 out of the 18 *L*. *lactis* strains initially selected. Natural transformation assays performed in four different competence-inducing media showed that *mecA* deletion allowed transformation events to different extents in eight out of the 12 MecA^-^ strains (Fig 5C).

**Fig 5:**
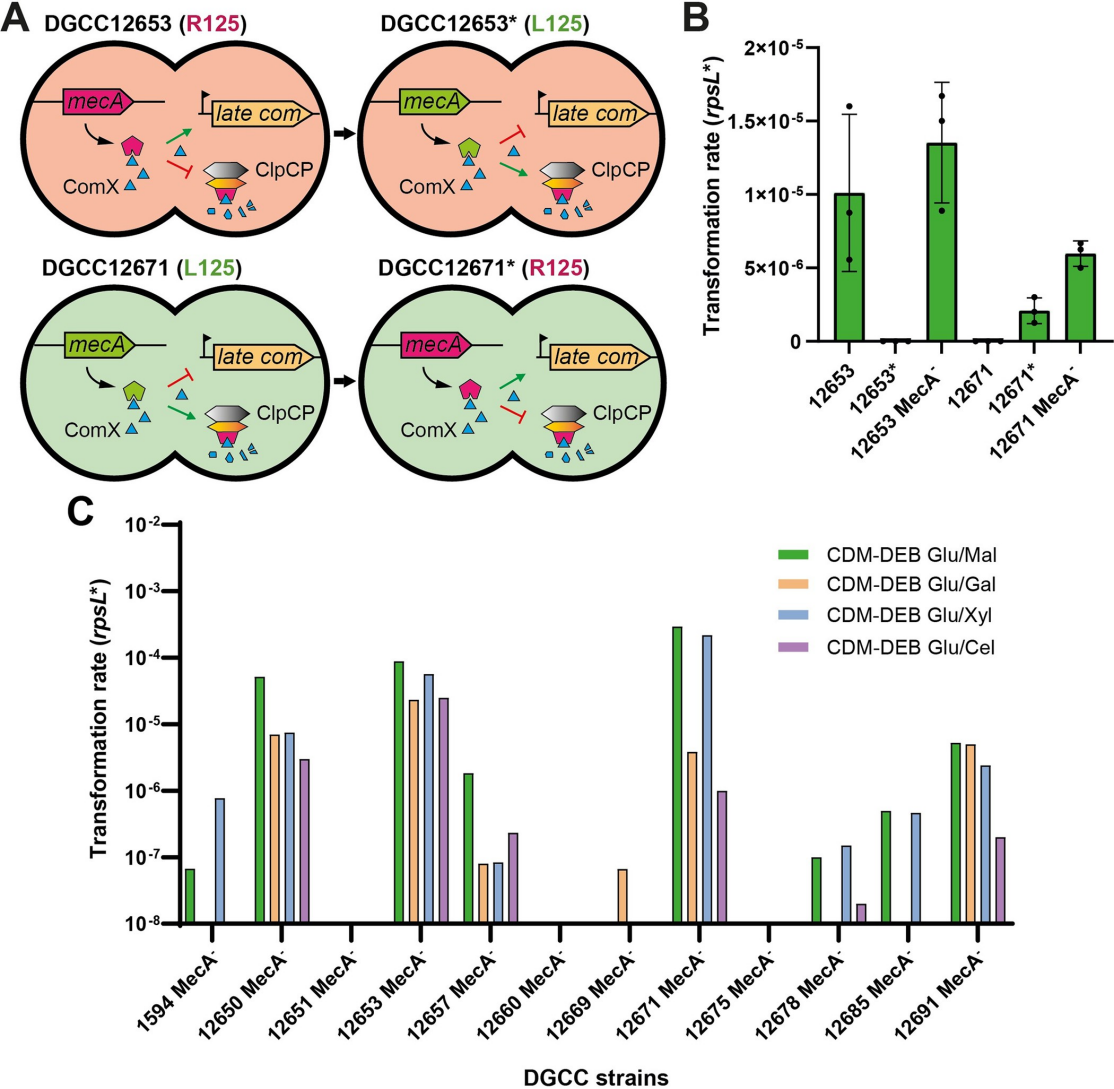
Involvement of MecA in competence regulation. (**A)** Schematic view of the swap of *mecA* genes between strains DGCC12653 (salmon) and DGCC12671 (light green). Genes encoding MecA-R125 (rare) and MecA-L125 (common) are colored in pink and green, respectively. Green and red lines illustrate activated or repressed pathways, respectively. Black lines display gene expression. (**B)** Effects of MecA-L125R and -R125L substitutions on transformability. Data show transformation rates observed for DGCC12653 WT (MecA-R125), DGCC12653* (MecA-L125), DGCC12671 WT (MecA-L125), DGCC12671* (MecA-R125), and MecA^-^ (*mecA* deletion) strains after overnight culture with donor DNA in CDM*-DEB. Dots show the values for biological triplicates (mutant strains) or technical triplicates (WT), mean values ± standard deviations. (**C)** Effects of *mecA* deletion (MecA^-^) on spontaneous transformability in 12 *L*. *lactis* strains. Data show transformation rates in four different media composed of CDM-DEB with glucose (Glu) 0.21% (w/v) and a second plant sugar at 1.1% (w/v) (maltose [Mal], green; galactose [Gal], light brown; xylose [Xyl], blue; and cellobiose [Cel], purple).

Together, these results showed that MecA plays a crucial role in competence repression and that the single substitution MecA-L125R explains the unique transformation behavior of strain DGCC12653. Contrasting with the low impact of the Clp degradation machinery on competence control in streptococci [8,41,42], this machinery plays a dominant role at the global level of competence regulation in *L*. *lactis*.

## Discussion

In this work, we highlighted a different regulatory network controlling competence in *L*. *lactis* when compared to closely-related streptococci (Fig 6). Although ComX is the common central regulator of competence in both, the proximal regulation of its activation does not appear to be controlled by a cell-to-cell communication module like in streptococci, but rather by global regulators sensing cellular nutritional status (CcpA and CodY) or stress conditions (CovRS) (Fig 6A). By comparison, global regulators are distantly controlling ComX by modulating the communication module in streptococci (for a review, see [8]) (Fig 6B). Moreover, the post-transcriptional layer of regulation through ComX degradation by the MecA-ClpCP machinery plays a predominant role in *L*. *lactis*, while it is more seen as a secondary locking device in streptococci [8,41–45]. In addition, the kinetics of competence activation during growth on a single carbon source are totally different: stationary phase in *L*. *lactis versus* transitory during early logarithmic growth for streptococci, controlled by the on/off switch of the communication module [7,8]. Notably, the timing of competence activation and the network hierarchy share some similarities with competence regulation in bacilli, where the central transcriptional regulator ComK is proximally modulated by global regulators and primarily controlled through degradation, which may, or may not, be regulated by a cell-to-cell signaling system. (Fig 6B) [19,46].

**Fig 6:**
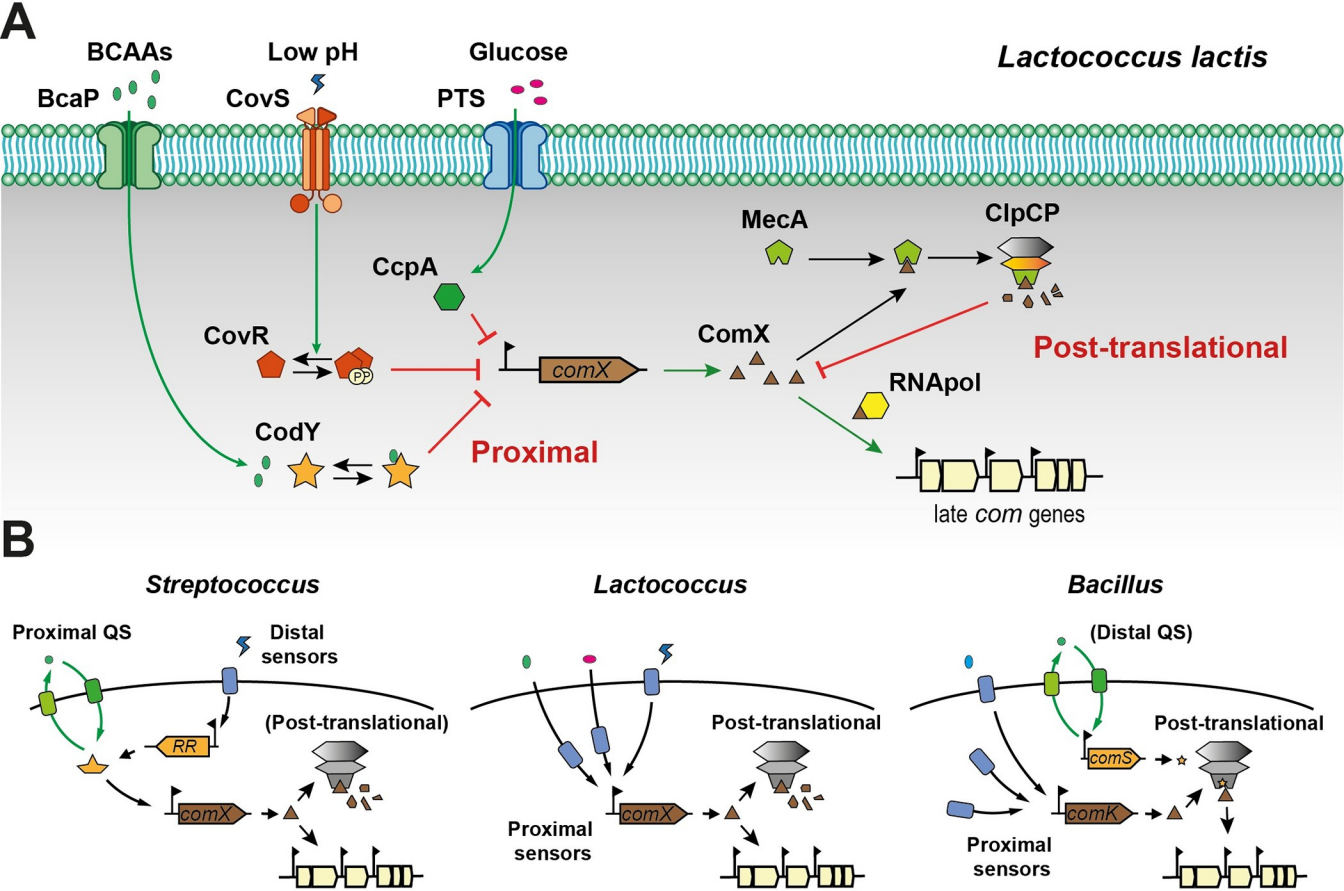
Competence control integrating proximal-distal transcriptional and post-translational regulation of the central regulator in *Lactococcus lactis* and closely-related species. (A) Model of competence regulation in *L*. *lactis*. The transcription of *comX* (proximal regulation) is repressed by three regulators, sensing either the cellular nutritional status (CcpA and CodY, green and orange, respectively) or stress conditions (CovRS, red). When environmental/stress conditions are appropriate, ComX (brown) production is unrepressed. Then, ComX can interact with the adaptor protein MecA (light green) for its degradation by the ClpCP machinery (light orange and gray, respectively), keeping ComX concentration at a low level (post-translational regulation). When ComX abundance overcomes the degradation machinery (probably in a subpopulation), it can interact with the RNA polymerase (yellow) to trigger the expression of late *com* genes and, in turn, natural transformation. (B) Comparison of competence regulation at the global level between *Lactococcus*, *Streptococcus*, and *Bacillus*. In *Streptococcus* (left panel), the proximal regulation of *comX* is performed by a quorum sensing (QS) system (ComRS or ComCDE, green). Additionally, distal regulation systems (e.g., TCSs, blue) responding to environmental cues are modulating the expression of the QS response regulator/sensor instead of *comX* as found in *L*. *lactis*. Finally, the post-translational regulation system (grey) plays a minor role in ComX degradation. In *Bacillus* (right panel), the proximal regulation of ComK is achieved by a range of transcriptional regulators (e.g., CodY, DegU, Rok, and AbrB). However, a distal regulation involving a QS system (ComXAP) triggers the production of ComS to inhibit ComK degradation in *B*. *subtilis*. In *Lactococcus* (middle panel), no QS system has been identified so far and proximal regulation of *comX* seems to be exclusively influenced by environmental conditions. Moreover, post-translational regulation was shown to be dominant in competence repression.

Among the competence triggers in *L*. *lactis*, we identified carbon nutritional status as a key signal. While spontaneous transformation in rich medium with glucose is activated at the entry of the stationary phase, it is abolished in CDM-glucose conditions (Fig 1B and 1C). However, growth on alternative sugars mostly found in plants reactivates spontaneous competence at a low level in those conditions (Fig 1C). This makes sense as strain DGCC12653 is a maize isolate with a high potential to catabolize alternative non-PTS (phosphoenolpyruvate:carbohydrate phosphotransferase system) sugars such as maltose, xylose, and arabinose [47]. This is also reminiscent of the activation of competence by non-PTS sugars in Gram-negative bacteria [48]. For instance, competence in *Vibrio cholerae* is induced by chitin oligomers but repressed by PTS-sugars such as glucose through CCR via the cAMP-activated CRP protein [25]. In Gram-positive bacteria, the impact of sugars and the implication of CcpA-mediated CCR on competence development have not been deeply studied [49–51]. Notably, our results showed that a diauxic shift between glucose and the non-PTS sugar maltose activates *comX* expression and transformability at the growth shift between the two sugars (Figs 2A and S1D). They also showed that glucose starvation and the presence of maltose are both required to maximize spontaneous transformation (Fig 1C). This corroborates previous observations showing that glucose starvation alone was unable to activate natural transformation in *L*. *lactis*, although a range of competence genes (including *comX*) were upregulated [22,26]. In addition, growth on maltose could be strongly delayed after glucose starvation from one experiment to the other without major effect on transformability. We hypothesize that the second sugar catabolism is required to maintain the energy demand needed for natural transformation [52]. Interestingly, fluorescence microscopy analyses revealed a bimodality in competence activation at the diauxic shift (S2 Fig). This suggests a bet-hedging strategy for cells that are developing alternative physiological adaptations, as previously reported for diauxic growth with *L*. *cremoris* [27] or during competence activation in *B*. *subtilis* [53]. In *L*. *cremoris*, CcpA-mediated CCR was previously shown to be involved in the diauxic shift due to glucose exhaustion [27]. The inactivation of CcpA in strain DGCC12653 drastically alters growth and the dynamics of *comX* expression, with a two-fold upregulation at an early growth stage compared to the wild-type (Fig 2B), potentially due to an absence of CcpA binding to the *comX* promoter. Similarly, a two-fold increase in *comX* expression was observed in a CcpA-negative strain of *Streptococcus oligofermentans* [50]. In this case, CcpA was shown to indirectly control *comX* due to a post-transcriptional effect on the expression of the communication system ComCDE [50]. However, CcpA inactivation in strain DGCC12653 leads to reduced transformability, as previously reported in different streptococci [51,54,55]. CcpA is a pleiotropic regulator that controls, among others, the central carbon metabolism and a range of cell envelope components in lactococci and streptococci [28,55,56], whose constitutive inactivation could negatively alter the transformation process independently of an upshift in *comX* expression.

Besides the impact of the carbon source, the nitrogen status sensed by the global regulator CodY has a major impact on competence development in *L*. *lactis*. In this species, CodY is a global regulator involved in nitrogen metabolism (e.g., peptide and amino acid uptake, peptide degradation, *de novo* biosynthesis of amino acids, purine biosynthesis) that senses the intracellular pool of BCAA (mostly isoleucine) [29–31]. We showed that an excess of isoleucine in the growth medium repressed *comX* expression and spontaneous transformation (Fig 3A and 3B). We also identify that a lack of aspartate and glutamate in the growth medium improves transformability (Fig 1D). As it was previously reported that both amino acids could be catabolized for their conversion into BCAA [57], we hypothesized that their removal could reduce the intracellular pool of BCAA and consequently CodY-mediated repression. In addition, CodY inactivation has strong effects, with a ~10-fold higher activation of *comX*, a higher proportion of fluorescent cells post-diauxic shift, and a ~100-fold increase in transformability (Figs 3C-3E and S2). This resembles the impact of CodY on the direct transcriptional repression of *comK* [58] and the importance of the amino-acid balance on transformability in *B*. *subtilis* [59]. Finally, we showed that CodY directly binds the *comX* promoter, a region that was also identified by CHIPseq experiments as bound by CodY in *L*. *lactis* but without being further investigated [60]. Although previously suggested in *L*. *lactis* [22], these results demonstrate that nitrogen sensing through CodY is central for the metabolic control of competence in this species.

In our search for competence-related quorum-sensing systems, we first scanned the genome for orthologous systems known in other Gram-positive species (S3 Table). As no such system was found, we systematically knocked out every Rgg (ten genes) and TCS (eight pairs of genes) and identified CovRS (TcsA in *L*. *cremoris*) as a major player in competence regulation in *L*. *lactis*. As found for CodY inactivation, its deletion dramatically increases *comX* expression, the proportion of fluorescent cells post-diauxic shift, and natural transformation (Figs 4A-4C and S2). We also showed that CovRS directly controls *comX* transcription in *L*. *lactis*, as confirmed by EMSA and RNAseq experiments (Figs 4E and S4). Interestingly, we recently showed that this system indirectly controls *comX* expression in salivarius streptococci by modulating the ComRS signaling system via *comR* repression [34]. CovRS is a well-known regulatory system of virulence genes in pathogenic streptococci, responding to various stimuli (e.g., [Mg^++^], defensins, osmotic stress, pH) [35,36,39,40,61]. In *L*. *cremoris*, CovR (LlrA) was shown to be involved in acid stress resistance through arginine catabolism [62]. Interestingly, we showed that competence sensitivity to low pH was abolished in the CovRS-deficient strain (Fig 4D), corroborating its involvement in acid stress resistance. Besides CovRS, no other TCS or Rgg is involved in the repression or activation of the *comX* gene in strain DGCC12653 (S5A-S5D Fig). As all identified quorum-sensing systems regulating competence in Gram-positive bacteria belong to those two families [7–9], this questioned the presence of a cell-to-cell communication system for the control of *comX* expression in *L*. *lactis*. A similar situation was observed in *Bacillus licheniformis*, where competence regulation does not involve the ComXAP-like quorum-sensing system found in *B*. *subtilis* but seems to rely solely on global regulators for the control of *comK* expression [46,63,64].

Besides the proximal transcriptional regulation of *comX* by global sensors, competence in *L*. *lactis* is tightly controlled at the post-translational level through ComX degradation. Indeed, *codY* or *covRS* deletion in three *L*. *lactis* strains other than DGCC12653 activates *comX* transcription at a high level (S8 Fig) but without unleashing natural transformation. We identified a natural substitution (L125R) in the adaptor protein MecA of strain DGCC12653 that is responsible for its unique behavior regarding spontaneous transformability in laboratory conditions. Moreover, a systematic analysis of more than 600 *L*. *lactis* genomes confirmed that this MecA variant is unique to this specific strain. This corroborates previous results on strains developing high levels of spontaneous transformation in laboratory conditions that are frequently harboring mutated competence regulators such as CovR in *S*. *thermophilus* [34] or global repressors in *B*. *licheniformis* [63]. The L125R substitution is located in the linker region between the N- and C-terminal macrodomains of MecA. We previously reported that this region was required for the interaction between MecA and ComX in *S*. *thermophilus* [42]. Thus, we hypothesize that the presence of a charged residue at that position in MecA impairs the interaction with ComX and its subsequent degradation by the MecA-ClpCP machinery. This layer of control through ComX degradation is of major importance for competence development in *L*. *lactis*, as MecA inactivation in a range of strains boosted spontaneous transformation (Fig 5C). In *B*. *subtilis*, the ComS peptide encoded by the *srf* operon activates competence by blocking MecA-ComK interaction, thus avoiding ComK degradation by ClpCP [16–18,65,66]. If a similar mechanism is at work in *L*. *lactis*, it remains to be discovered.

To conclude, our work highlights a different model of competence regulation in *L*. *lactis* (and possibly *L*. *cremoris*) than in closely-related streptococci. In this model, the accumulation of the master competence regulator ComX required for natural transformation is under the direct negative control of global nutritional/stress sensors and the Clp degradation machinery. This work paves the way towards a better understanding of the diversity of regulatory networks controlling competence development in Gram-positive bacteria and offers opportunities to use natural transformation as a tool for genome engineering in this lactic acid bacterium of major biotechnological importance.

## Materials and methods

### Bacterial strains, plasmids, and oligonucleotides

Bacterial strains, plasmids, and oligonucleotides used in this study are listed and described in supplemental material (S4–S6 Tables).

### Growth conditions

*L*. *lactis* strains were cultivated in M17 (Difco Laboratories, Detroit, MI) or CDM (adapted from [24]) supplemented with 0.5% (w/v) glucose (M17G and CDMG, respectively), or supplemented with 0.21% (w/v) glucose and 1.1% (w/v) secondary sugar (CDM*) when required, at 30°C without agitation. Glutamate, aspartate, xanthine, adenine, uracil, and guanine were omitted in the competence-optimized CDM (CDM*-DEB). *Escherichia coli* EC1000 was cultivated at 37°C in LB (Lysogeny Broth) medium with agitation. Solid agar plates were prepared by adding 2% (w/v) agar to the medium. When required, 5 μg ml^-1^ of erythromycin, 1 mg ml^-1^ of streptomycin, 0.5 mg ml^-1^ of spectinomycin, and/or 10 μg ml^-1^ of chloramphenicol were added to the medium for *L*. *lactis*; and 250 μg ml^-1^ of erythromycin, 250 μg ml^-1^ of ampicillin, and 10 μg ml^-1^ of chloramphenicol for *E*. *coli*.

### DNA techniques and electrotransformation

Electrotransformations of *L*. *lactis* [67] and *E*. *coli* [68] were performed as previously described. Chromosomal DNA of *L*. *lactis* used as template for PCR was extracted as previously described [69]. PCRs were performed using the Q5 DNA polymerase (NEB) in a GeneAmp PCR system 2400 (Applied Biosystems).

### Isolation of a rpsL* mutant conferring resistance to streptomycin

Spontaneous streptomycin-resistant IL1403 mutants were isolated on 1 mg ml^-1^ streptomycin-containing plates. After the sequencing of the *rpsL* gene with primers BlD-RpsLUnivUp/BlD-RpsLUnivDown, one spontaneous mutant containing the substitution K56R into the ribosomal protein S12, which was previously shown to confer resistance to streptomycin, was selected [20]. A 3.7-kb fragment containing the *rpsL* mutated gene (*strA2* allele, named rpsL*) was amplified by PCR with primers BlD-LLcfusARpsL/BlD-LLldacARpsL and cloned into the pGEM-T Easy vector (Promega), yielding plasmid pGEM-rpsL*. This plasmid was used as template to generate the 3.7-kb PCR product with primers BlD-LLcfusARpsL/BlD-LLldacARpsL that was used as donor DNA in natural transformation assays.

### Xylose-induced *comX* expression and natural transformation

The *L*. *lactis* strains containing plasmid pGhP_*xylT*_-*comX* (P_*xylT*_ and *comX* from *L*. *lactis* IO-1) were grown overnight at 30°C. Cells were washed twice in distilled water, and OD_600_ was adjusted to 0.1 in M17 supplemented with 1% (w/v) xylose and erythromycin. Typically, 2 μg of DNA were added to 100 μl of inoculated transformation medium, and the culture was further incubated during 24 hours at 30°C. Cells were then spread on M17G agar plates supplemented with appropriate antibiotics, and CFUs were counted after 48 hours of incubation at 30°C. The transformation frequency was calculated as the number of antibiotic-resistant CFU ml^-1^ divided by the total number of viable CFU ml^-1^.

### Spontaneous transformation assays

After an overnight preculture in M17G at 30°C of *L*. *lactis* DGCC12653 (and other strains or mutants), 100 μl of the preculture was diluted in 900 μl of fresh M17G to restart the culture. After 2 hours of growth, cells were washed twice in distilled water and inoculated to a final OD_600_ of 0.1 in competence-activating medium (CDM* or CDM*-DEB). Typically, 2.0 μg of donor DNA were added to 100 μl of transformation medium, and the culture was further incubated for 20 hours at 30°C. Cells were then spread on M17G agar plates supplemented or not with appropriate antibiotics and CFUs were counted after 48 hours of incubation. The transformation frequency was calculated as reported above. The transfer of the mutation conferring streptomycin resistance was confirmed by DNA sequencing of the *rpsL* gene after its amplification by PCR using primers BlD-RpsLUnivUp/BlD-RpsLUnivDown.

### Detection of absorbance and luminescence

Overnight precultures in M17G were washed with sterile water and inoculated in the adequate medium to a final OD_600_ of 0.1. After inoculation in 300 μl-culture volumes and before luminescence analysis, nonyl-aldehyde was diluted 100 times in mineral oil, and 50 μl of this preparation was disposed between the wells of a white 96-well plate with a transparent bottom (Greiner, Alphen a/d Rijn, The Netherlands). Growth (OD_600_) and luciferase activity (Lux) were monitored at 5-minute intervals in a Hidex Sense microplate reader (Hidex, Lemminkäisenkatu, Finland) for a maximum of 24 hours. The luciferase activity is expressed in relative light units (RLU) and the specific luciferase activity in RLU OD_600_^-1^.

### Construction of competence reporter plasmids

The P_*comX*_*-luxAB* reporter plasmid for luminescence assays was constructed as follows. The *comX* promoter was amplified by PCR from chromosomal DNA of *L*. *lactis* DGCC12653 with primers FT886_PcomX_fw/FT887_PcomX_rec_rv. The plasmid containing the *luxAB* genes pGhP_*comGA[MG]-*_*luxAB* [20] was amplified by PCR using primers FT884_pGhPcomXlux_fw/FT925_PcomXlux_rec_rv. Both PCR fragments were joined by the Gibson assembly method [70] and the resulting plasmid was named pGhP_*comX*_-*luxAB*. The P_*comGA*_*-luxAB* reporter plasmid for luminescence assays was constructed as follows. The *comGA* promoter was amplified by PCR from chromosomal DNA of *L*. *lactis* IO-1 using primers LuxcIOF1_XhoI/LuxIOR1. The plasmid pGhP_*comGA[MG]-*_*luxAB* was amplified by PCR using primers LuxcIOR2_XhoI/LuxIOF2. Both PCR fragments were joined by overlap PCR, digested by XhoI, and self-ligated using T4 DNA ligase. The resulting plasmid was named pGhP_*comGA[IO]*_-*luxAB*. The P_*comX*_*-gfp*^*sf*^ reporter plasmid for fluorescence microscopy was constructed as follows. The *comX* promoter was amplified by PCR from chromosomal DNA of *L*. *lactis* DGCC12653 using primers FT886_PcomX_fw/FT968_sfGFP_rec. The *gfp*^*sf*^ gene was amplified by PCR from plasmid DNA pDR111_sfGFP(Bs) [71] using primers FT967_sfGFP_fw/FT969_sfGFP_rv_SacII. The plasmid pG^+^host9 was amplified using primers FT970_pGh_SacII/FT925_PcomX_rec_rv. The three PCR fragments were joined by overlapping PCR, digested using SacII, and self-ligated using T4 DNA ligase. The resulting plasmid was named pGhP_*comX*_-*gfp*^*sf*^.

### Construction of deletion mutants in *L*. *lactis* strains

The *comX*, *comEC*, *ccpA*, *codY*, *covRS*, and *mecA* genes as well as Rgg and TCS encoding genes were similarly inactivated by the exchange of their coding sequences with either P_32_-*cat* or *spc* resistance cassette (conferring chloramphenicol or spectinomycin resistance, respectively) using double crossing-over events. For this purpose, overlapping PCR products containing the resistance cassette flanked by two recombination arms of ~1.2 kb (upstream and downstream homologous regions) were generated as previously reported [20]. Briefly, upstream, downstream, and resistance-cassette fragments were separately amplified by PCR, purified, mixed in equimolecular amount, and assembled by overlapping PCR by using the most external primers (see S6 Table). Typically, 5 μg of the obtained overlapping PCR product were used as donor DNA for xylose-induced natural transformation of the *L*. *lactis* strains harboring plasmid pGhP_*xylT*_*-comX*. The correct insertion of the resistance cassette in each targeted locus of the transformants was validated by PCR (see S6 Table). To obtain the final mutant strains, the curing of the thermosensitive vector pGhP_*xylT*_*-comX* was performed by growing the cells 16 hours at 37°C without erythromycin. The cultures were subsequently diluted and plated on M17G agar without erythromycin at 30°C. The resulting colonies were streaked in parallel on M17G plates with and without erythromycin. The absence of plasmid pGhP_*xylT*_-*comX* in erythromycin-sensitive clones was validated by PCR. To generate the double *codY covRS* mutant, *codY* was inactivated by exchange with the *spc* cassette. Then, the high transformability of the Δ*covRS*::*cat* mutant was used to transfer the Δ*codY*::*spc* mutation in order to obtain the double mutant.

### Swapping of *mecA* genes

The *mecA* mutants (Δ*mecA*::*cat*) of strains DGCC12653 and DGCC12671 harboring plasmid pGhP_*xylT*_-*comX* were used for this exchange as they display high transformation rates. The *mecA* genes from strains DGCC12653 and DGCC12671 were amplified by PCR with primers FT1319/FT1320, generating ~5-kb fragments used as donor DNA. Replacement of the Δ*mecA*::*cat* deletion by the counterpart *mecA* gene was performed by xylose-induced natural transformation as described above. Five hundred isolated colonies were streaked in parallel on M17G-agar plates containing or not chloramphenicol, searching for antibiotic-sensitive transformants. Then, the swapping of *mecA* genes from sensitive clones was validated by PCR and sequencing. Finally, the curing of the pGhP_*xylT*_-*comX* plasmid was performed as described above.

### Construction of strain DGCC12653 *nisRK* for nisin-induced overexpression

The *nisRK* genes from strain IO-1 were inserted between genes *DGCC12653_06785* and *DGCC12653_06790* using double crossing-over events. For this purpose, an overlapping PCR product containing *nisRK* genes associated with the *spc* cassette in opposite orientation and flanked by two recombination arms of ~1.2 kb was generated as reported above (see S6 Table). The obtained overlapping PCR product (5 μg) was used as donor DNA for natural transformation of strain DGCC12653 harboring plasmid pGhP_*xylT*_-*comX*. The correct insertion of *nisRK* genes in the targeted locus of the transformants was validated by PCR. To obtain the final mutant strain, the curing of the thermosensitive vector pGhP_*xylT*_-*comX* was performed as described above.

### Purification of transcriptional regulators

The overexpression plasmids were constructed as follows. The *ccpA*, *codY*, and *covR* genes flanked by an N-terminal 6-His tag encoding sequence were amplified by PCR from strain DGCC12653. For regulator overexpression, pBAD (for *ccpA*) or pNZ8048 (for *codY* and *covR*) was amplified by PCR and joined to the regulator-encoding genes by the Gibson assembly method (see S6 Table) [70]. The final constructs, pBAD-6his-*ccpA*, pNZ8048-6his-*codY*, and pNZ8048-6his-*covR* were validated by sequencing. The 6His-CcpA (rCcpA) protein was overexpressed in *E*. *coli* Top10. The 6His-CodY (rCodY) and 6His-CovR (rCovR) were overexpressed in *L*. *lactis* DGCC12653 *nisRK* (nisin induction with 1 ng ml^-1^). The recombinant proteins were purified using Ni-NTA resin according to the manufacturer’s instructions (ProBond Resin, Novex).

### Electromobility shift assays (EMSA)

The whole promoter region of *comX* (P_*comX*_, intergenic region) from DGCC12653 was amplified by PCR using fluorescent-labeled primers (FT851_Cy3_PcomX_up/FT853_Cy5_PcomX_dw). Shorter versions of P_*comX*_ were amplified by PCR using either FT851_Cy3_PcomX_up or FT853_Cy5_PcomX_dw in combination with a non-fluorescent primer located inside P_*comX*_ (see S6 Table). The P_*comX*_ fragments harboring the mutated or native version of the CodY-box were amplified by PCR using primer pairs FT1369_PcomX_codY_mute/FT853_Cy5_PcomX_dw and FT1368_PcomX_codY_control/FT853_Cy5_PcomX_dw, respectively. In each assay, the purified proteins were incubated in 2-fold serial dilutions with a constant quantity of labeled probe (2.5 ng μl^-1^). As a negative control, a 150-bp DNA sequence located in the CDS region of the *dnaE* gene was amplified by PCR using primers AK350/AK303 [34]. CodY-binding assays were performed in CodY buffer (Tris-HCl 20 mM pH 7.5, NaCl 150 mM, BSA 1 mg ml^-1^, EDTA 1 mM, glycerol 10% [w/v]) at 30°C for 20 minutes. CcpA-binding assays were performed in CodY buffer supplemented with glucose-6-phosphate (25 mg ml^-1^) and poly-dIdC (2 μg ml^-1^) as reported above. CovR-binding assays were performed in Buffer-CovR (NaPO_4_ 50 mM pH 6.5, NaCl 50 mM, MgCl_2_ 1 mM, CaCl_2_ 1 mM, DTT 1 mM, poly-dIdC (2 μg ml^-1^), glycerol 10% [w/v]) at 30°C for 15 minutes. Prior to incubation with the DNA probe, rCovR was incubated in CovR buffer supplemented with 50 mM acetyl phosphate for 30 minutes at 20°C. Samples were migrated in native poly-acrylamide gels in non-denaturing MOPS buffer, and revealed by the Amersham Typhoon device.

### Microscopy

M17G overnight cultures (containing adequate antibiotics) were diluted (1:10) in fresh M17G at 30°C for 2 hours. Cells were then washed in water and inoculated at an OD_600_ of 0.1 in CDM*-DEB until reaching the *comX*-expression peak, determined in parallel with similar clones harboring the pGhP_*comX*_-*luxAB* reporter plasmid. Cells were then centrifuged, resuspended in 50 μl of PBS and observed on agarose pads composed of 1% agarose and PBS buffer [34]. Images were obtained using an Axio I inverted microscope (Zeiss) equipped with a Plan-Apochromat objective (100 ×/1.46 oil differential interference contrast [DIC] M27) (Zeiss), a HXP 120 C lighting unit (Zeiss), and a C10600 ORCA-R2 camera (Hamamatsu). GFP fluorescence was detected with filter set 38 HE, displaying bandpass excitation at 470/40 nm and bandpass emission at 525/50 nm (Zeiss). Images were analyzed using ZenPro software (Zeiss) and MicrobeJ [72].

### RNA sequencing of *L*. *lactis* mutants

RNA extraction and sequencing were performed on the wild type, Δ*codY* mutant, and Δ*covRS* mutant of strain DGCC12653. Each mutant and the wild-type control were grown in their respective efficient competence-activating medium (CDM*-DEB and CDM* for Δ*codY* and Δ*covRS*, respectively) and harvested at their respective diauxic shift. RNA was extracted using the RNeasy plus bacteria kit (Qiagen) according to manufacturer indications. Total RNA was checked for integrity with an RNA Nano chip (Agilent Technologies) and sent for Illumina sequencing (GeneWiz). Raw data were processed on the Galaxy server (use.galaxy.org) using Bowtie2 algorithm to yield BAM files containing the read coordinates and Seqmonk to count the number of reads per coding sequence (CDS). The dataset was exported into an Excel file for further analyses. First, the dataset was standardized to CDS-mapped reads per ~10 million overall reads. 

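In the deposited table, the standardized value of a CDS is its count divided by a total for its library. That total is 10736085 reads for the wild type in CDM*-DEB, 15116183 for the *codY* mutant, 13551850 for the wild type in CDM* and 20765020 for the *covRS* mutant. CDS-mapped reads make up 76.9%, 73.7%, 76.7% and 68.0% of these totals, in the same order. For the wild type with the empty vector and for *comX* overexpression, both in M17 with xylose, the total equals the sum over all CDS (7589930 and 13626493). Genes of S2 Table took 0.442% of the CDS-mapped reads in the wild type in CDM*-DEB and 2.54% in the *codY* mutant. They took 0.291% in the wild type in CDM* and 1.76% in the *covRS* mutant. In M17 with xylose, their share was 0.483% with the empty vector and 24.1% with *comX* overexpressed. The deposited folds of the authors are quotients of these standardized values, and all 27 values per comparison in S2 Table equal them to the decimals printed. Folds from the authors' values are 0.958 times those given here for the *codY* mutant and 0.886 times for the *covRS* mutant, and the same for *comX* overexpression.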

Then, we estimated the ratio of CDS-mapped reads in mutants vs. wild type.

## Supporting information

S1 Fig Effects of *comX* overexpression and sugars on *L*. *lactis* transformation. (A) Transformability upon ComX overexpression. Data show transformation rates of 16 DGCC strains and strain 1AA59 (negative control) harboring the pGhP_*xylT*_-*comX* plasmid in M17GX (0.1% glucose-1% xylose). All transformation assays were performed with rpsL* as donor DNA (20 μg ml^-1^), added at time zero. Cells were spread after ~24 hours of culture. Dots show the values for technical replicates (*n* = 3) ± standard deviations. (B) Transformability of 18 DGCC strains in M17G medium. Conditions for transformation assays as in panel A. Dots show the values for technical replicates (*n* = 3) ± standard deviations. (C) Effects of glucose-maltose combinations on spontaneous transformation of strain DGCC12653 WT in CDM. A design of experiment (composite central plan) was setup using the JMP Pro software. Sugar concentrations were varied from 0 to 2% (w/v) in 12 different conditions (glucose %/Maltose %; 0.01/0, 0.05/0.1, 0.3/0.1, 0/0.25, 0.2/0.25, 0.1/0.5, 0.5/0.5, 0.05/1.0, 0.3/1.0, 0/2.0, 0.2/2.0, and 0.4/2.0) containing donor DNA. Compilation of transformation rates was treated with JMP Pro and a response surface was generated. (D) Growth curves (OD_600_) of strain DGCC12653 WT in CDM-DEB supplemented with glucose 0.5% [G 0.5%], glucose 0.21% [G 0.21%], maltose 1.1% [M 1.1%], and a mixture of glucose 0.21% and maltose 1.1% [G0.21%-M 1.1%].
(TIF)

S2 Fig P_*comX*_ activation analyzed by fluorescence microscopy. (A) Density plot of single-cell fluorescence intensity (arbitrary unit [AU]) for WT, CodY^-^, CovRS^-^ strains harboring the reporter fusion P_*comX*_-*gfp*^sf^ (green, orange and blue, respectively) and the negative control (NC) harboring the empty plasmid (gray). Cells were cultured in CDM*-DEB, harvested at the diauxic shift, and analyzed by epifluorescence microscopy. The fluorescence of more than 1,200 individual cells was examined in each experiment. A minimum threshold of significant fluorescence (2.81 AU) was determined as the maximum signal reached by the negative control. Percentages in the top of the plot indicate the percentage of the cell population displaying a fluorescence signal higher than 2.81 for each strain. (B) Representative images of experiments depicted in panel A for two channels (left, phase contrast [PC] and right, sfGFP signal).
(JPG)

S3 Fig Effects of CcpA on transformability and *comX* regulation. (A) Effect of *ccpA* deletion on transformability. Data show transformation rates observed for WT (green) and CcpA^-^ (light brown) strains in CDM*-DEB after overnight culture with donor DNA. Transformation assays were performed with rpsL* as donor DNA (20 μg ml^-1^), added at time zero. Cells were spread after ~24 hours of culture. Dots show the values for biological triplicates (CcpA^-^) or technical triplicates (WT), mean values ± standard deviations. The mean value is indicated on the top each bar. (B) CcpA purification. SDS-PAGE of the elution step [E] of 6His-CcpA (rCcpA) purified from *E*. *coli*. MW, molecular weight (kDa). The star indicates the enriched rCcpA. (C) Mapping of fluorescent (Cy3_PcomX_up, Cy5_PcomX_dw) and non-fluorescent (X5 Rv, X1 Fw, X3 Fw, X2 Fw, X3 Fw, and X4 Fw) primers designed in P_*comX*_ (complete intergenic region). The region containing three *cre*-boxes (underlined) is surrounded in green. The alignment of the three *cre*-boxes with the consensus is shown with conserved positions in capitals. (D) Mapping of the different probes used for EMSAs. Green and red lines indicate the presence or absence of a band shift. (E) EMSAs performed with a gradient of purified CcpA (rCcpA) on the different probes shown in panel D. Lanes without rCcpA are indicated by a minus sign. C and P indicate the CcpA-DNA complex(es) and the unbound probe, respectively.
(TIF)

S4 Fig Effects of CodY on *comX* regulation. (A) CodY purification. SDS-PAGE of the elution step [E] of the 6His-CodY (rCodY) purified from *L*. *lactis*. MW, molecular weight (kDa). The star indicates the enriched rCodY. (B) EMSAs performed with a gradient of purified CodY (rCodY) on P_*comX*_ in absence (left side of each panel) or presence (right side of each panel) of 5 mM of GTP (top left panel), Ile (top right panel), Leu (lower left panel) or Val (lower right panel). Lanes without rCodY are indicated by a minus sign. C and P indicate rCodY-P_*comX*_ complex and unbound probe, respectively. (C) Mapping of RNAseq reads on P_*comX*_, from WT (top panel) and CodY^-^ (lower panel) strains. Cells were harvested at the diauxic shift in CDM*-DEB. The P_*comX*_ (complete intergenic region) is illustrated as a black line, while CodY-, *cre*- and CovR-boxes are localized and displayed in red, green and blue, respectively.
(TIF)

S5 Fig Systematic inactivation of Rgg/TCS. (A and B) Effects on transformability (A) and P_*comX*_ activity (B) of the independent inactivation of 10 Rgg from DGCC12653. (C and D) Effects on transformability (C) and P_*comX*_ activity (D) of the independent inactivation of 7 TCS from DGCC12653 (labels indicate the first gene of the TCS). Data on transformability (panels A and C) show transformation rates observed for WT and mutant strains in CDM*-DEB after overnight culture with donor DNA. Transformation assays were performed with rpsL* as donor DNA (20 μg ml^-1^), added at time zero. Cells were spread after ~24 hours of culture. Data on P_*comX*_ activity (panels B and D) show maximum specific luciferase activity (Max RLU/OD_600_) observed at the diauxic shift in CDM*-DEB. Dots (panels A to D) show the values for biological triplicates (Rgg^-^ and TCS^-^ strains) or technical triplicates (WT), mean values ± standard deviations. Statistical *t* test was performed for each mutant strain in comparison to the WT (*n* = 3; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001).
(TIF)

S6 Fig Impact of the double CodY CovRS inactivation on P_*comX*_ activation. Growth (dotted lines–OD_600_) and kinetics of P_*comX*_ specific luciferase activity (continuous lines–RLU/OD_600_) monitored over time for CodY^-^ (blue), CovRS^-^ (red) and CodY^-^ CovRS^-^ (brown) mutant strains. Continuous and dotted dark lines are the mean values of biological triplicates, and light lines are standard deviations.
(TIF)

S7 Fig Effects of CovRS on *comX* regulation. (A) CovR purification. SDS-PAGE of the elution step [E] of the 6His-CovR (rCovR) purified from *L*. *lactis*. MW, molecular weight (kDa). The star indicates the enriched rCovR. (B) EMSAs performed with a gradient of purified CovR (rCovR) without (left) or with (right) *in vitro* phosphorylation with acetyl-P on P_*comX*_. Lanes without rCovR are indicated by a minus sign. C and P indicate the rCovR-DNA complex(es) and the unbound probe, respectively. (C) Mapping of fluorescent (Cy3_PcomX_up, Cy5_PcomX_dw) and non-fluorescent (X5 Rv, X6 Rv, X2 Fw, X3 Fw, and X4 Fw) primers designed in P_*comX*_ (complete intergenic region). The regions containing CovR-boxes (underlined) are surrounded in blue. (D) Mapping of the different probes used for EMSAs. Green and red lines indicate the presence or absence of a band shift. (E) EMSAs performed with a gradient of purified CovR (rCovR) on the different probes shown in panel C. Lanes without rCovR are indicated by a minus sign. C and P indicate the rCovR-DNA complex(es) and the unbound probe, respectively. (F) Mapping of RNAseq reads on P_*comX*_, from WT (top panel) and CovRS^-^ (lower panel) strains. Cells were harvested at the diauxic shift in CDM*. The P_*comX*_ (complete intergenic region) is illustrated as a black line, while CodY-, *cre*- and CovR-boxes are localized and displayed in red, green, and blue, respectively.
(TIF)

S8 Fig Effects of CodY and CovRS inactivation on P_*comX*_ activity in four different *L*. *lactis* DGCC strains. The effects of these deletions (CodY^-^ in CDM*-DEB, light red bars and CovRS^-^ in CDM*, blue bars) were compared to their respective WT in the same culture conditions (WT in CDM*, dark green bars and CDM*-DEB, light green bars). Data show maximum specific luciferase activity (Max RLU/OD_600_) observed at the diauxic shift either in CDM*-DEB or CDM*. Dots show the values for biological triplicates (CodY^-^ and CovR^-^ strains) or technical triplicates (WT), mean values ± standard deviations.
(TIF)

S9 Fig Sequence alignment of P_*comX*_ from different *L*. *lactis* strains. The nucleotide sequences correspond to the intergenic regions located upstream of *comX* (P_*comX*_) in the genomes of the 18 DGCC strains used in this work, the laboratory strain IL1403, and strain KF147 shown to be transformable by *comX* overexpression. Strains DGCC12653, DGCC12651, DGCC12671 and DGCC12678 in red were selected for *codY* and *covRS* inactivation. Red bars indicate putative -10 boxes of vegetative promoters (P1 to P4). CodY-, *cre*- and CovR-boxes are surrounded in red, green, and blue, respectively. The alignment was performed using Clustal Omega.
(PDF)

S10 Fig Sequence alignment of MecA proteins from four different *L*. *lactis* strains. The L125R substitution is in red and underlined in MecA from strain DGCC12653. Strains DGCC12651, DGCC12671 and DGCC12678 contain the common MecA-L125 residue. The alignment was performed using Clustal Omega.

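The CDS SL12653_04910 of DGCC12653 contains the primer used to delete *mecA*, which matches 29 bases from base 439. It is 702 bases long and encodes 233 residues, and its codon at the position of the substitution that the paper describes is CGT, which encodes arginine. This is the residue that the paper gives for MecA of this strain. MecA is the adaptor that presents ComX to the ClpCP protease. Its gene was expressed in all 6 libraries sequenced, with 1494 standardized reads in the wild type and 2422 in the *codY* mutant in CDM*-DEB, and 1315 in the wild type and 2567 in the *covRS* mutant in CDM*. In M17 with xylose the values were 4025 with the empty vector and 1876 with *comX* overexpressed. The fold of *mecA* was 1.62 in the *codY* mutant (95% interval 1.52 to 1.74), 1.95 in the *covRS* mutant (1.83 to 2.08) and 0.466 upon *comX* overexpression (0.442 to 0.491). The median folds of all tested CDS were 1.21, 1.15 and 0.686 in the same order, so part of these differences may lie in the scaling. Factors from TMM, which set the median CDS near no change, multiply every fold by 0.84, 0.906 and 1.44.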

(TIF)

S1 Table List of key genes for DNA transformation from the ComX regulon.

S2 Table Up-regulation of the ComX regulon analyzed by RNA sequencing.

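The third comparison of S2 Table used DGCC12653 with a plasmid that carries *comX* under the xylose-inducible promoter P_*xylT*_, and the wild type with the empty vector. Both were grown in M17 with xylose and harvested in mid log phase, with 1 library each of 13626493 and 7589930 CDS-mapped reads. The plasmid carries promoter and gene of strain IO-1, so reads of its *comX* are counted with those of the chromosomal gene where they align to it, and the files do not separate them. Folds were computed as for the *codY* mutant, over 2401 CDS with at least 10 reads in 1 of the libraries. Of the 16 late *com* genes, 8 had at most 3 reads with the empty vector. The median fold of all tested CDS was 0.686, a log2 fold of -0.54. The genes of S2 Table take a large part of the reads upon overexpression, which lowers the standardized reads of other CDS there. When the genes of S1 and S2 Tables and the 10 most abundant CDS were left out of the totals, every fold was 1.30 times as large and the median log2 fold was -0.17, still below 0.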

S3 Table Annotation of TCS and Rgg sensors from *L*. *lactis* DGCC12653.

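Expression of the 16 genes of two-component systems (TCS) and 10 *rgg* genes of S3 Table can be read from the same 6 libraries. In the *codY* mutant, none of the 16 TCS genes and none of the 9 *rgg* genes with at least 10 reads differed from the wild type by 3-fold or more, while with TMM factors 1 TCS gene, *covR*, was lower by that much. The median folds were 1.04 (95% interval of the median 0.881 to 1.23) and 1.31 (0.974 to 2.30), which stand at percentiles 23.1 and 39.2 of the matched random lists. The percentile of the *rgg* genes depends on the matching: it is 27.2 with lists matched on the control library and 66.0 with unmatched lists. The TCS median lies on the other side of 1 with TMM factors, at 0.875. In the *covRS* mutant, *covR* and *covS* were left out, and 1 of 14 TCS genes reached 3-fold, *llrE* at 4.55 (3.04 to 7.05). It had 26.9 standardized reads in the wild type in CDM*, beside 122 in the *covRS* mutant, 117 in the wild type in CDM*-DEB and 111 in the *codY* mutant. Of 9 *rgg* genes, 2 were higher by 3-fold or more, *ywdE_bis* and *yhgC* (3.56-fold, 1.89 to 7.28), the latter with 11.5 standardized reads in the wild type in CDM*, beside 41.1, 42.4 and 41.3 in the same other libraries. One was lower: *ywdE* had 34 reads in the *covRS* mutant and 1893 in the wild type, 75.6 times lower (53.9 to 110), and it was low in CDM*-DEB too, with 25 reads in the wild type and 42 in the *codY* mutant. With the wild type in CDM*-DEB as the control, no TCS gene passed 3-fold and no *rgg* gene was lower by as much, and the 2 *rgg* genes higher by 3-fold or more were *ywdE_bis* (6.53-fold, 4.90 to 8.88) and *ykhI* (17 reads against 1), while *yhgC* was at 0.969 (0.626 to 1.52). The medians of both groups, 1.83 for TCS (0.937 to 2.36) and 1.79 for *rgg* genes (0.614 to 3.56), have intervals that include 1 and stand at percentiles 96.4 and 91.0. Over the wild type in CDM*-DEB they were 0.989 and 1.01. Upon *comX* overexpression no TCS gene reached 3-fold, and 5 of 10 *rgg* genes were lower by 3-fold or more, among 19.7% of all tested CDS. They include *yrbI_bis* at 0.131 (0.106 to 0.161) and *yhgC* at 0.270 (0.184 to 0.389). With TMM factors 3 *rgg* genes were lower by that much, *yhgC* no longer among them, and 1 TCS gene (*kinE*) and 1 *rgg* gene (*yueB*) were higher. The *rgg* median of 0.326 stands at percentile 2.2, beside a median of 0.663 for the random lists. The most expressed response regulator gene of the wild type was *covR* in CDM* (68174 standardized reads) and CDM*-DEB (35795), and *walR* in M17 with xylose (15876, beside 9315 for *covR*).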

S4 Table Strains used and generated in this study.

S5 Table Plasmids used and generated in this study.

S6 Table Oligonucleotides used in this study.

S1 Data Numerical values of experimental data shown in Figs 1–5, S1–S3, S5, S6 and S8.

# Supplementary material for: Unveiling the regulatory network controlling natural transformation in lactococci
**Source:** PLoS Genet. 2024 Jul 1;20(7):e1011340. doi: 10.1371/journal.pgen.1011340
**Supplement:** S1 Table

S1 Table. List of key genes for DNA transformation from the ComX regulon

Locus tag<br>DGCC12653	Locus tag<br>KF147	Gene ^a	Description
**Regulation**			
DGCC12653_13390	LLKF_2393	<i>comX</i>	Competence-specific transcriptional regulator
**Pilus biogenesis**			
DGCC12653_09995	LLKF_2372	<i>comGA</i>	Competence type IV pilus, ATPase
DGCC12653_10000	LLKF_2371	<i>comGB</i>	Competence type IV pilus, assembly protein
DGCC12653_10005	LLKF_2370	<i>comGC</i>	Competence type IV pilus, major pilin
DGCC12653_10010	LLKF_2369	<i>comGD</i>	Competence type IV pilus, minor pilin
DGCC12653_10015	LLKF_2368	<i>comGE</i>	Competence type IV pilus, minor pilin
DGCC12653_10020	LLKF_2367	<i>comGF</i>	Competence type IV pilus, minor pilin
DGCC12653_10025	LLKF_2366	<i>comGG</i>	Competence type IV pilus, minor pilin
DGCC12653_09640	LLKF_2214	<i>comC</i>	Type IV prepilin peptidase
**DNA uptake**			
DGCC12653_04795	LLKF_1945	<i>comEA</i>	DNA uptake machinery, DNA receptor
DGCC12653_04790	LLKF_1944	<i>comEC</i>	DNA uptake machinery, DNA uptake channel
DGCC12653_02995	LLKF_1117	<i>comFA</i>	DNA uptake machinery, DNA transporter ATPase
DGCC12653_03000	LLKF_1116	<i>comFC</i>	DNA uptake machinery, phosphorybosyltransferase domain
**DNA protection and recombination**			
DGCC12653_06395	LLKF_0444	<i>ssbB</i>	ssDNA binding protein
DGCC12653_02130	LLKF_1273	<i>dprA</i>	DNA recombination-mediator protein A, RecA loader
DGCC12653_04550	LLKF_1899	<i>coiA</i>	Competence protein, nuclease domain
DGCC12653_06225	LLKF_0409	<i>recA</i>	Recombinase A protein
**Transformasome**			

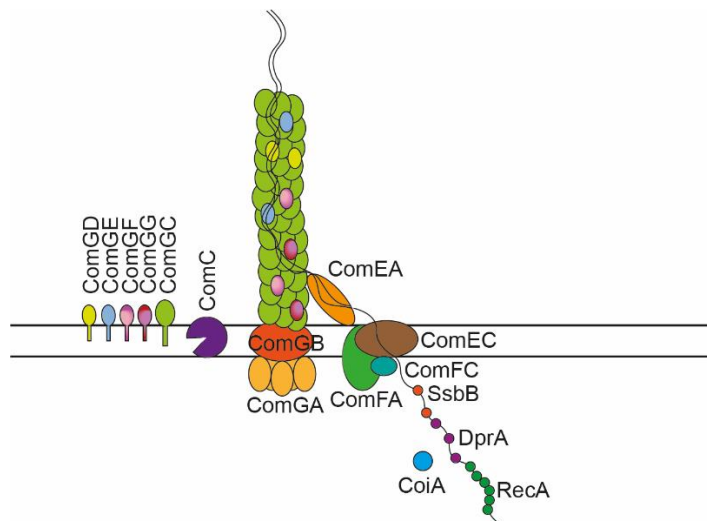

^aThe set of key *com* genes from the ComX regulon was selected from *Streptococcus pneumoniae* [1] and latter shown to be under the control of ComX in *Lactococcus cremoris* [2]. A scheme at the bottom display their products for pilus biogenesis, DNA uptake, DNA protection, and DNA recombination [3].

References

1. Peterson S, Cline RT, Tettelin H, Sharov V, Morrison DA. Gene expression analysis of the *Streptococcus pneumoniae* competence regulons by use of DNA microarrays. J Bacteriol. 2000 Nov; 182(21):6192-202. 0552 [pii];10.1128/JB.182.21.6192-6202.2000 [doi].
2. David B, Radziejwoski A, Toussaint F, Fontaine L, de Frahan MH, Patout C et al. Natural DNA Transformation Is Functional in *Lactococcus lactis* subsp. *cremoris* KW2. Appl Environ Microbiol. 2017 Aug 15; 83(16). AEM.01074-17 [pii];01074-17 [pii];10.1128/AEM.01074-17 [doi].
3. Di Giacomo S., Toussaint F, Ledesma-Garcia L, Knoop A, Vande CF, Fremaux C et al. Expanding natural transformation to improve beneficial lactic acid bacteria. FEMS Microbiol Rev. 2022 Jul 20; 46(4). 6543703 [pii];fuac014 [pii];10.1093/femsre/fuac014 [doi].

# Supplementary material for: Unveiling the regulatory network controlling natural transformation in lactococci
**Source:** PLoS Genet. 2024 Jul 1;20(7):e1011340. doi: 10.1371/journal.pgen.1011340
**Supplement:** S2 Table

S2 Table. Up-regulation of the ComX regulon analyzed by RNA sequencing^a

Locus_tag<br>SL12653_#	Locus_tag<br>KF147	Gene<br>symbol	Strand	Function	$\Delta covRS$<br>WT	$\Delta codY$<br>WT	$P_{xylTcomX}$<br>WT	ComX-box (5'-3') ^b
**Competence regulation**								
13390	LLKF_2393	<i>comX</i>	+	Competence-specific transcriptional regulator	5.97	8.19	194.97	
**Pseudopilus biogenesis**								
9995	LLKF_2372	<i>comGA</i>	+	Competence type IV pilus, ATPase	3305.56	23.61	21999.94	gttacattaactgattatttgcgtata
10000	LLKF_2371	<i>comGB</i>	+	Competence type IV pilus, assembly protein	1327.45	23.27	50327.56	
10005	LLKF_2370	<i>comGC</i>	+	Competence type IV pilus, major pilin	622.61	33.48	5703.10	
10010	LLKF_2369	<i>comGD</i>	+	Competence type IV pilus, minor pilin	146.84	23.70	3722.97	
10015	LLKF_2368	<i>comGE</i>	+	Competence type IV pilus, minor pilin	251.91	16.25	8049.18	
10020	LLKF_2367	<i>comGF</i>	+	Competence type IV pilus, minor pilin	542.33	29.15	12178.76	
10025	LLKF_2366	<i>comGG</i>	+	Competence type IV pilus, minor pilin	18.93	39.06	580.95	
9640	LLKF_2214	<i>comC</i>	+	Type IV prepilin peptidase	209.62	19.48	538.53	gttacaattcttcatttatttcgtata
**DNA uptake machinery**								
4790	LLKF_1944	<i>comEC</i>	-	DNA uptake machinery, DNA uptake channel	183.82	19.18	1711.63	
4795	LLKF_1945	<i>comEA</i>	-	DNA uptake machinery, DNA receptor	336.76	16.95	1202.00	gaaactttccaagagtttttcgtata
2995	LLKF_1117	<i>comFA</i>	+	DNA uptake machinery, DNA transporter ATPase	354.24	28.93	1814.76	gttacattttaacagcatttttcgtata
3000	LLKF_1116	<i>comFC</i>	+	DNA uptake machinery, phosphorybosyltransferase domain	2362.52	29.16	2872.44	
**DNA protection and recombination**								
06395	LLKF_0444	<i>ssbB</i>	+	ssDNA binding protein	178.41	17.40	1092.40	gtgacaaatgtcctaactttacgtata
06400	LLKF_0445	<i>groES</i>	+	Heat shock protein 60 family co-chaperone GroES	5.13	7.69	39.77	
06405	LLKF_0446	<i>groEL</i>	+	Heat shock protein 60 family chaperone GroEL	3.17	6.06	38.22	
02125	LLKF_1274	<i>topA</i>	-	DNA topoisomerase I	15.47	3.99	55.36	
02130	LLKF_1273	<i>dprA</i>	-	DNA recombination-mediator protein A, RecA loader	683.19	26.98	19633.07	gttacaagtcagtcctttttacgtata
04545	LLKF_1898	<i>pepF</i>	-	Oligoendopeptidase F	3.69	1.78	16.97	

04550	LLKF_1899	<i>coiA</i>	-	Competence protein, nuclease domain	21.59	16.35	38.87	gttacaaataaatacttttttcgtata
06225	LLKF_0409	<i>recA</i>	+	Recombinase A protein	3.16	2.60	12.58	gtgacaaagttaataaaaaaacgtata
03150	LLKF_1029	<i>radC</i>	-	JAB domain-containing protein	220.72	18.07	1478.37	gtgacaaaggccagatttttccgtata
**Other functions**								
11355	LLKF_1769	<i>yqfG</i>	+	Hypothetical extracellular protein, C-terminal membrane anchor	560.61	29.84	1801.77	gttacaaaacctccatttttttcgtata
11360	LLKF_1768	<i>ffh</i>	+	Signal recognition particle, subunit Ffh SRP54	8.21	3.81	32.68	
05985	LLKF_0364	<i>ydbC</i>	+	Hypothetical protein, DNA-binding domain	3.82	3.27	13.67	gtgacaaaagtgatttatttttcgtata
05995	LLKF_0366		+	Hypothetical protein	17.26	2.47	3.16	
06000	LLKF_0367		+	ABC transporter, ATP binding and permease	9.30	27.70	1.80	
**ComX box**								

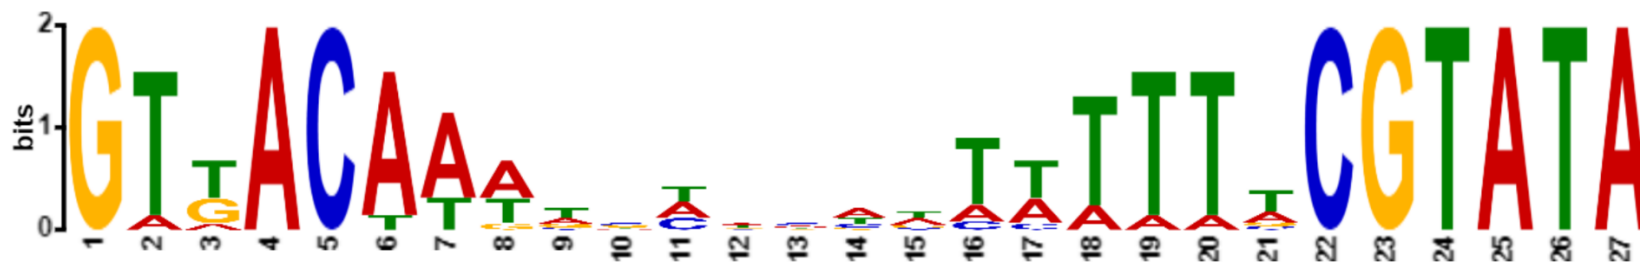

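Upon overexpression, *comX* was 195-fold higher than with the empty vector (95% interval 166 to 231), from 146 to 51105 reads. All 16 late *com* genes were higher by 3-fold or more, with a median fold of 2283 (95% interval of the median 581 to 12179), above all 10000 matched random lists. Over the 8 late genes with more than 3 reads in the control, the median fold was 1147. Among the late genes with more than 3 reads in the control, *comFC* was 2872-fold higher (1741 to 5132), *comFA* 1815-fold (1327 to 2552), *comEC* 1712-fold (1168 to 2620), *comEA* 1202-fold (801 to 1896), *ssbB* 1092-fold (855 to 1419), *comC* 539-fold (404 to 736), *coiA* 38.9-fold (33.8 to 45.0) and *recA* 12.6-fold (12.4 to 12.8). Per kilobase of coding length, the late genes with most standardized reads were *ssbB* with 236188, *recA* with 232727 and *comGA* with 92606. Of the 27 genes of S2 Table, 26 were higher by 3-fold or more. The exception is SL12653_06000, a predicted ABC transporter gene, at 1.80 (1.03 to 3.31). *groEL* was 38.2-fold higher (37.4 to 39.0), *groES* 39.8-fold (37.4 to 42.3), *topA* 55.4-fold (53.7 to 57.1), *ffh* 32.7-fold (31.6 to 33.8) and *yqfG* 1802-fold (1529 to 2139). Over all tested CDS, 137 were higher and 474 lower by 3-fold or more. With factors from TMM, which set the median CDS near no change, these counts became 206 and 276. Across the *codY*, *covRS* and overexpression comparisons, which share no library, 25 of the 2259 CDS tested in all were higher by 3-fold or more in each, where independent lists would share 0.744. Of these, 23 are in S2 Table, which was itself chosen on the *covRS* comparison.

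**Figure D3:**
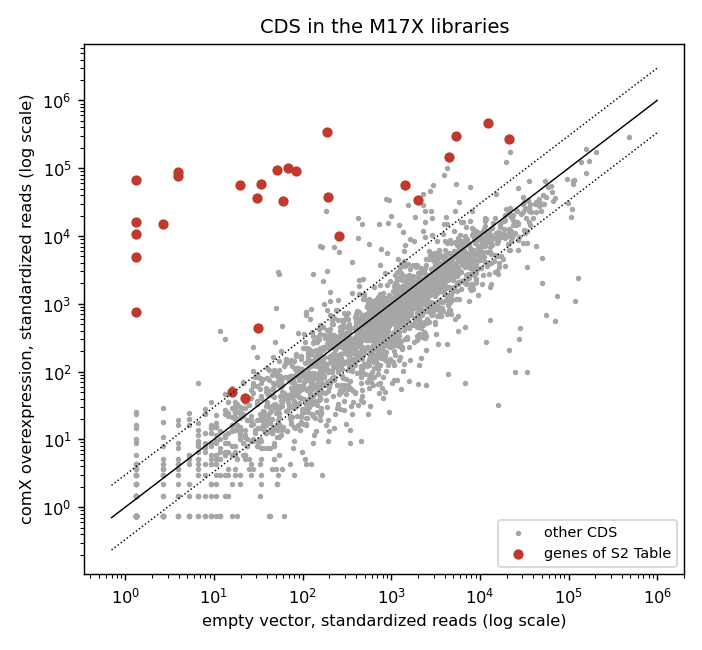
Standardized reads of each CDS in M17 with xylose, with the empty vector (horizontal log axis) and with *comX* overexpressed (vertical log axis), 1 library each. Red points are the 27 genes of S2 Table and grey points the other CDS, the solid line marks equal values and the dotted lines 3-fold; red points at the far left are genes with 1 to 3 reads with the empty vector.

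**Figure D4:**
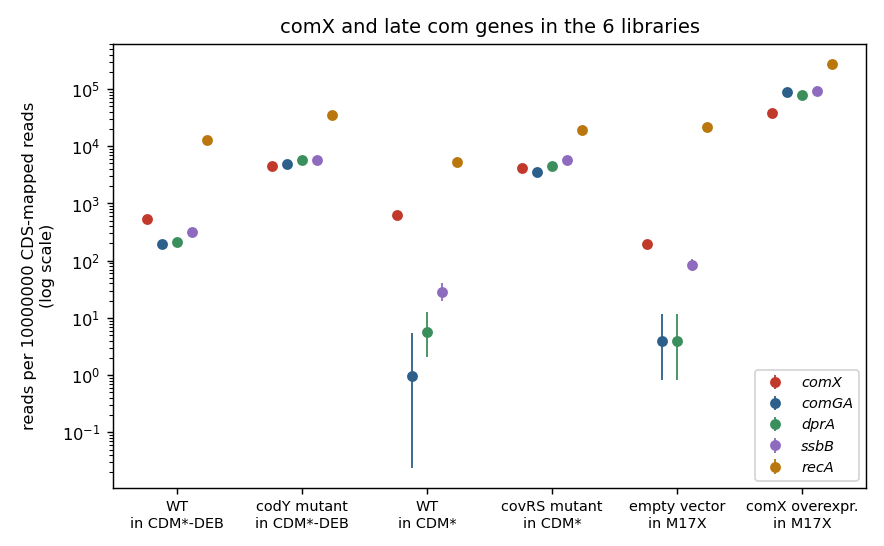
Standardized reads (vertical log axis) of *comX* and 4 late *com* genes in each of the 6 libraries, with exact 95% Poisson intervals for counting error. The *codY* and *covRS* mutants lie near each other for each gene, and *comX* overexpression lies above both.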

^aUp-regulated genes of the ComX regulon correspond to genes with a 3-fold increase in the CovRS-deficient strain compared to the wild type and preceded by a ComX-box. Transcriptional units are separated by a dark line.

^bThe ComX box (5'-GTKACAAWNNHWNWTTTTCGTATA-3'), previously identified in *L. lactis* and *L. cremoris* [1–3], was used. The identification of ComX boxes was performed with the MEME suite (<https://meme-suite.org/meme/>). The logo of the ComX box generated from boxes reported in this table is displayed at the bottom.

References

1. David B, Radziejwoski A, Toussaint F, Fontaine L, de Frahan MH, Patout C et al. Natural DNA Transformation Is Functional in *Lactococcus lactis* subsp. *cremoris* KW2. Appl Environ Microbiol. 2017 Aug 15; 83(16). AEM.01074-17 [pii];01074-17 [pii];10.1128/AEM.01074-17 [doi].
2. Mulder J, Wels M, Kuipers OP, Kleerebezem M, Bron PA. Unleashing Natural Competence in *Lactococcus lactis* by Induction of the Competence Regulator ComX. Appl Environ Microbiol. 2017 Oct 15; 83(20). AEM.01320-17 [pii];01320-17 [pii];10.1128/AEM.01320-17 [doi].
3. Wydau S, Dervyn R, Anba J, Dusko ES, Maguin E. Conservation of key elements of natural competence in *Lactococcus lactis* ssp. FEMS Microbiol Lett. 2006 Apr; 257(1):32-42. FML141 [pii];10.1111/j.1574-6968.2006.00141.x [doi].

# Supplementary material for: Unveiling the regulatory network controlling natural transformation in lactococci
**Source:** PLoS Genet. 2024 Jul 1;20(7):e1011340. doi: 10.1371/journal.pgen.1011340
**Supplement:** S3 Table

**S3 Table. Annotation of TCS and Rgg sensors from *L. lactis* DGCC12653**

|                       | Locus tag<br>DGCC12653_# | Locus tag<br>KF147 | Locus tag<br>IL1403 | Occurrence<br>in 18 DGCC<br>strains <sup>a</sup> | Initial<br>gene<br>name <sup>b</sup> | Revised<br>gene name | Known functions in closely related Gram-positive bacteria <sup>c</sup>                                              |
|-----------------------|--------------------------|--------------------|---------------------|--------------------------------------------------|--------------------------------------|----------------------|---------------------------------------------------------------------------------------------------------------------|
| Two-Component Systems | 01915                    | LLKF_1744          | L0131               | 18 / 0 / 0                                       | <i>llrA</i>                          | <i>covR</i>          | Acid resistance and arginine metabolism in <i>L. cremoris</i> [1].                                                  |
|                       | 01910                    | LLKF_1743          | L0130               | 18 / 0 / 0                                       |                                      | <i>covS</i>          | Control of virulence in pathogenic streptococci [2]. Control of competence/predation in salivarius streptococci [3] |
|                       | 01140                    | LLKF_1540          | L0123               | 18 / 0 / 0                                       | <i>llrB</i>                          | <i>phoP</i>          | Control of phosphate homeostasis in bacilli [4]                                                                     |
|                       | 01145                    | LLKF_1541          | L0122               | 17 / 1 / 0                                       |                                      | <i>phoR</i>          |                                                                                                                     |
|                       | 06420                    | LLKF_0449          | L0125               | 18 / 0 / 0                                       | <i>llrC</i>                          | <i>walR/vicR</i>     | Control of cell division and cell wall homeostasis [5–7]                                                            |
|                       | 06415                    | LLKF_1024          | L0124               | 18 / 0 / 0                                       |                                      | <i>walK/vicK</i>     |                                                                                                                     |
|                       | 03735                    | LLKF_0918          | L0127               | 18 / 0 / 0                                       | <i>llrD</i>                          | <i>cseR</i>          | Response to salt/osmotic and envelope stresses in <i>L. cremoris</i> [1,8]                                          |
|                       | 03740                    | LLKF_0917          | L0126               | 18 / 0 / 0                                       |                                      | <i>cseS</i>          |                                                                                                                     |
|                       | 03175                    | LLKF_1024          | L0129               | 18 / 0 / 0                                       | <i>llrE</i>                          | <i>llrE</i>          | Control of phosphatase activity in <i>L. cremoris</i> [1]                                                           |
|                       | 03165                    | LLKF_1026          | L0128               | 18 / 0 / 0                                       |                                      | <i>kinE</i>          |                                                                                                                     |
|                       | 04260                    | LLKF_1834          | L0135               | 18 / 0 / 0                                       | <i>llrF</i>                          | <i>ciaR</i>          | Response to oxidative stress in <i>L. cremoris</i> [1]. Repression of competence in <i>S. pneumoniae</i> [9]        |
|                       | 04255                    | LLKF_1833          | L0134               | 18 / 0 / 0                                       |                                      | <i>ciaH</i>          |                                                                                                                     |
|                       | 04655                    | LLKF_1918          | L0133               | 18 / 0 / 0                                       | <i>llrG</i>                          | <i>braR/bceR</i>     | Resistance to bacteriocins and antibiotics in <i>L. cremoris</i> [10,11]                                            |
|                       | 04650                    | LLKF_1917          | L0132               | 18 / 0 / 0                                       |                                      | <i>braS/bceS</i>     |                                                                                                                     |
|                       | 02295                    | LLKF_1239          | NH <sup>d</sup>     | 18 / 0 / 0                                       | <i>kdpED</i>                         | <i>kdpE</i>          | Control of potassium transport and regulation of turgor pressure [12]                                               |
|                       | 02300                    | LLKF_1238          | NH                  | 18 / 0 / 0                                       |                                      | <i>kdpD</i>          |                                                                                                                     |
| Rgg sensors           | 00250                    | LLKF_1358          | L19959              | 18 / 0 / 0                                       |                                      | <i>gadR</i>          | Rgg regulator controlling glutamate-γ-aminobutyrate production and acid resistance in <i>L. cremoris</i> [13,14]    |
|                       | 03130                    | LLKF_1092          | NH                  | 11 / 1 / 6                                       |                                      | <i>ykhI</i>          | Unknown                                                                                                             |
|                       | 04225 <sup>f</sup>       | LLKF_1827          | L162840             | 17 / 1 / 0                                       |                                      | <i>yrbI</i>          | Unknown                                                                                                             |
|                       | 05990                    | LLKF_0365          | L116756             | 13 / 5 / 0                                       |                                      | <i>ywdE_bis</i>      | Unknown                                                                                                             |
|                       | 07535                    | LLKF_0776          | L126656             | 18 / 0 / 0                                       |                                      | <i>yhgC</i>          | Unknown                                                                                                             |
|                       | 08355                    | LLKF_0051          | L77381              | 18 / 0 / 0                                       |                                      | <i>yrbI_bis</i>      | Unknown                                                                                                             |
|                       | 09325                    | NH                 | L70850              | 12 / 2 / 4                                       |                                      | <i>yueB</i>          | Unknown                                                                                                             |

|       |                        |        |            |                     |         |
|-------|------------------------|--------|------------|---------------------|---------|
| 11640 | LLKF_2477              | L27433 | 15 / 3 / 0 | <i>ywiI</i>         | Unknown |
| 12925 | LLKF_0034 <sup>d</sup> | NH     | 11 / 7 / 0 | ( <i>kw2_0044</i> ) | Unknown |
| 13335 | LLKF_2403              | NH     | 12 / 0 / 6 | <i>ywdE</i>         | Unknown |

<sup>a</sup> Numbers refer to the occurrence of intact/truncated/absent genes among the 18 selected DGCC strains of this work.

<sup>b</sup> Initial gene names of TCSs according to *Lactococcus cremoris* MG1363 [1].

<sup>c</sup> List of known functions in other Gram-positive bacteria is not exhaustive.

<sup>d</sup> NH, No Homolog.

<sup>f</sup> Inactive, misplaced start codon.

<sup>d</sup> Truncated, only N-terminal part.

## References

1. O'Connell-Motherway M, van SD, Morel-Deville F, Fitzgerald GF, Ehrlich SD, Morel P. Six putative two-component regulatory systems isolated from *Lactococcus lactis* subsp. *cremoris* MG1363. *Microbiology (Reading)*. 2000 Apr; 146 ( Pt 4)935-47. 10.1099/00221287-146-4-935 [doi].
2. Churchward G. The two faces of Janus: virulence gene regulation by CovR/S in group A streptococci. *Mol Microbiol*. 2007 Apr; 64(1):34-41. MMI5649 [pii];10.1111/j.1365-2958.2007.05649.x [doi].
3. Knoops A, Vande CF, Fontaine L, Verhaegen M, Mignolet J, Goffin P et al. The CovRS Environmental Sensor Directly Controls the ComRS Signaling System To Orchestrate Competence Bimodality in *Salivarius Streptococci*. *mBio*. 2022 Jan 4; 13e0312521. 10.1128/mbio.03125-21 [doi].
4. Salzberg LI, Botella E, Hokamp K, Antelmann H, Maass S, Becher D et al. Genome-wide analysis of phosphorylated PhoP binding to chromosomal DNA reveals several novel features of the PhoPR-mediated phosphate limitation response in *Bacillus subtilis*. *J Bacteriol*. 2015 Apr; 197(8):1492-506. JB.02570-14 [pii];02570-14 [pii];10.1128/JB.02570-14 [doi].
5. Dobihal GS, Brunet YR, Flores-Kim J, Rudner DZ. Homeostatic control of cell wall hydrolysis by the WalRK two-component signaling pathway in *Bacillus subtilis*. *Elife*. 2019 Dec 6; 8. 52088 [pii];10.7554/eLife.52088 [doi].
6. Wang S, Long L, Yang X, Qiu Y, Tao T, Peng X et al. Dissecting the Role of VicK Phosphatase in Aggregation and Biofilm Formation of *Streptococcus mutans*. *J Dent Res*. 2021 Jun; 100(6):631-8. 10.1177\_0022034520979798 [pii];10.1177/0022034520979798 [doi].
7. Wayne KJ, Li S, Kazmierczak KM, Tsui HC, Winkler ME. Involvement of WalK (VicK) phosphatase activity in setting WalR (VicR) response regulator phosphorylation level and limiting cross-talk in *Streptococcus pneumoniae* D39 cells. *Mol Microbiol*. 2012 Nov; 86(3):645-60. 10.1111/mmi.12006 [doi].
8. Martinez B, Zomer AL, Rodriguez A, Kok J, Kuipers OP. Cell envelope stress induced by the bacteriocin Lcn972 is sensed by the Lactococcal two-component system CesSR. *Mol Microbiol*. 2007 Apr; 64(2):473-86. MMI5668 [pii];10.1111/j.1365-2958.2007.05668.x [doi].

9. Schnorpfeil A, Kranz M, Kovacs M, Kirsch C, Gartmann J, Brunner I et al. Target evaluation of the non-coding csRNAs reveals a link of the two-component regulatory system CiaRH to competence control in *Streptococcus pneumoniae* R6. *Mol Microbiol.* 2013 Jul; 89(2):334-49. 10.1111/mmi.12277 [doi].
10. Campelo AB, Lopez-Gonzalez MJ, Escobedo S, Janzen T, Neves AR, Rodriguez A et al. Mutations Selected After Exposure to Bacteriocin Lcn972 Activate a Bce-Like Bacitracin Resistance Module in *Lactococcus lactis*. *Front Microbiol.* 2020; 11:1805. 10.3389/fmicb.2020.01805 [doi].
11. Tymoszewska A, Ovchinnikov KV, Diep DB, Slodownik M, Maron E, Martinez B et al. *Lactococcus lactis* Resistance to Aureocin A53- and Enterocin L50-Like Bacteriocins and Membrane-Targeting Peptide Antibiotics Relies on the YsaCB-KinG-LlrG Four-Component System. *Antimicrob Agents Chemother.* 2021 Nov 17; 65(12):e0092121. 00921-21 [pii];aac.00921-21 [pii];10.1128/AAC.00921-21 [doi].
12. Silberberg JM, Ketter S, Bohm PJN, Jordan K, Wittenberg M, Grass J et al. KdpD is a tandem serine histidine kinase that controls K(+) pump KdpFABC transcriptionally and post-translationally. *Nat Commun.* 2024 Apr 15; 15(1):3223. 10.1038/s41467-024-47526-8 [pii];47526 [pii];10.1038/s41467-024-47526-8 [doi].
13. Laroute V, Aubry N, Audonnet M, Mercier-Bonin M, Daveran-Mingot ML, Coccagn-Bousquet M. Natural diversity of lactococci in gamma-aminobutyric acid (GABA) production and genetic and phenotypic determinants. *Microb Cell Fact.* 2023 Sep 9; 22(1):178. 10.1186/s12934-023-02181-4 [pii];2181 [pii];10.1186/s12934-023-02181-4 [doi].
14. Sanders JW, Leenhouts K, Burghoorn J, Brands JR, Venema G, Kok J. A chloride-inducible acid resistance mechanism in *Lactococcus lactis* and its regulation. *Mol Microbiol.* 1998 Jan; 27(2):299-310. 10.1046/j.1365-2958.1998.00676.x [doi].

# Supplementary material for: Unveiling the regulatory network controlling natural transformation in lactococci
**Source:** PLoS Genet. 2024 Jul 1;20(7):e1011340. doi: 10.1371/journal.pgen.1011340
**Supplement:** S4 Table

S4 Table. Strains used and generated in this study

Species/Strain	Characteristics	Source
<i>E. coli</i>		
Top 10	F <i>mcrA</i> Δ (<i>mrr hsdRMS-mcrBC</i>) ϕ 80 <i>lacZ</i> Δ M15 Δ <i>lacX74</i><br><i>recA1 deoR araD139</i> Δ (<i>ara-leu</i>)7697 <i>galU galK rpsL endA1</i><br><i>nupG</i>	Invitrogen
<i>L. lactis</i>		
1AA59	Wild-type dairy isolate	[1]
1526	Wild-type dairy isolate	IFF/Danisco collection
DGCC1594	Wild-type dairy isolate	IFF/Danisco collection
DGCC12650	Wild-type plant isolate	IFF/Danisco collection
DGCC12651	Wild-type plant isolate	IFF/Danisco collection
DGCC12653	Wild-type plant isolate	IFF/Danisco collection
DGCC12657	Wild-type plant isolate	IFF/Danisco collection
DGCC12658	Wild-type plant isolate	IFF/Danisco collection
DGCC12660	Wild-type plant isolate	IFF/Danisco collection
DGCC12662	Wild-type plant isolate	IFF/Danisco collection
DGCC12668	Wild-type plant isolate	IFF/Danisco collection
DGCC12669	Wild-type plant isolate	IFF/Danisco collection
DGCC12671	Wild-type plant isolate	IFF/Danisco collection
DGCC12675	Wild-type plant isolate	IFF/Danisco collection
DGCC12678	Wild-type plant isolate	IFF/Danisco collection
DGCC12685	Wild-type plant isolate	IFF/Danisco collection
DGCC12686	Wild-type plant isolate	IFF/Danisco collection
DGCC12691	Wild-type plant isolate	IFF/Danisco collection
DGCC12696	Wild-type plant isolate	IFF/Danisco collection
FRT101	DGCC12653 <i>codY</i> ::P _{32-cat}	This study
FRT102	DGCC12653 <i>covRS</i> ::P _{32-cat} (01910-01915)	This study
FRT103	DGCC12653 <i>mecA</i> ::P _{32-cat}	This study
FRT104	DGCC12653 <i>ccpA</i> ::P _{32-cat}	This study
FRT105	DGCC12653 <i>covRS</i> ::P _{32-cat} <i>codY</i> :: <i>spec</i>	This study
FRT106	DGCC12653 <i>comX</i> ::P _{32-cat}	This study
FRT107	DGCC12653 <i>comEC</i> ::P _{32-cat}	This study
FRT108	DGCC12653 <i>mecA</i> (L-125)	This study
FRT109	DGCC12671 <i>mecA</i> (R-125)	This study
FRT201	DGCC1594 <i>mecA</i> ::P _{32-cat}	This study
FRT202	DGCC12650 <i>mecA</i> ::P _{32-cat}	This study
FRT203	DGCC12651 <i>mecA</i> ::P _{32-cat}	This study
FRT204	DGCC12657 <i>mecA</i> ::P _{32-cat}	This study
FRT205	DGCC12660 <i>mecA</i> ::P _{32-cat}	This study
FRT206	DGCC12669 <i>mecA</i> ::P _{32-cat}	This study
FRT207	DGCC12671 <i>mecA</i> ::P _{32-cat}	This study
FRT208	DGCC12675 <i>mecA</i> ::P _{32-cat}	This study
FRT209	DGCC12678 <i>mecA</i> ::P _{32-cat}	This study
FRT210	DGCC12685 <i>mecA</i> ::P _{32-cat}	This study
FRT211	DGCC12691 <i>mecA</i> ::P _{32-cat}	This study
FRT211	DGCC12651 <i>codY</i> ::P _{32-cat}	This study
FRT212	DGCC12651 <i>covRS</i> ::P _{32-cat}	This study
FRT213	DGCC12671 <i>codY</i> ::P _{32-cat}	This study
FRT214	DGCC12671 <i>covRS</i> ::P _{32-cat}	This study
FRT215	DGCC12678 <i>codY</i> ::P _{32-cat}	This study
FRT216	DGCC12678 <i>covRS</i> ::P _{32-cat}	This study
FRT217	DGCC12653 <i>ecto</i> :: <i>nisRK-spc</i>	This study
FRT218	DGCC12653 00250:: <i>spc</i>	This study
FRT219	DGCC12653 03130:: <i>spc</i>	This study
FRT220	DGCC12653 04225:: <i>spc</i>	This study
FRT221	DGCC12653 05990:: <i>spc</i>	This study
FRT222	DGCC12653 07535:: <i>spc</i>	This study
FRT223	DGCC12653 08355:: <i>spc</i>	This study
FRT224	DGCC12653 09325:: <i>spc</i>	This study
FRT225	DGCC12653 11640:: <i>spc</i>	This study
FRT226	DGCC12653 12925:: <i>spc</i>	This study
FRT227	DGCC12653 13335:: <i>spc</i>	This study
FRT228	DGCC12653 01140-01145::P _{32-cat}	This study
FRT229	DGCC12653 03165-03175::P _{32-cat}	This study
FRT230	DGCC12653 03735-03740::P _{32-cat}	This study
FRT231	DGCC12653 04255-04260::P _{32-cat}	This study

FRT232
FRT233

DGCC12653 04650-04655::P₃₂-cat
DGCC12653 02295-02300::P₃₂-cat

This study
This study

Reference

1. Ladero V, Del RB, Linares DM, Fernandez M, Mayo B, Martin MC et al. Draft Genome Sequence of the Putrescine-Producing Strain *Lactococcus lactis* subsp. *lactis* 1AA59. Genome Announc. 2015 Jun 18; 3(3). 3/3/e00669-15 [pii];genomeA00669-15 [pii];10.1128/genomeA.00669-15 [doi].

# Supplementary material for: Unveiling the regulatory network controlling natural transformation in lactococci
**Source:** PLoS Genet. 2024 Jul 1;20(7):e1011340. doi: 10.1371/journal.pgen.1011340
**Supplement:** S5 Table

S5 Table. Plasmids used and generated in this study

Plasmid	Characteristics	Source or reference
pBAD/His	Ap ^r ; expression vector	Invitrogen
pBAD_6his-ccpA	Ap ^r ; pBAD derivative carrying 6his-ccpA under the control of the arabinose-inducible promoter P _{araB}	This study
pG ⁺ host9	Em ^r Ts	[1]
pNZ5319	Em ^r Cm ^r ; pACYC184 derivative containing the P _{32-cat} cassette surrounded by lox sites	[2]
pJUD-spc	Em ^r Spc ^r ; pG ⁺ host9 derivative carrying the spc cassette	L. Fontaine (laboratory collection)
pJIM4900	Em ^r Ts; pG ⁺ host9 derivative containing the luxAB genes of <i>Photorhabdus luminescens</i>	E. Guédon (laboratory collection)
pGhP _{xyIT} -comX	Em ^r Ts; pG ⁺ host9 derivative carrying comX under the control of the inducible promoter P _{xyIT} both cloned from <i>L. lactis</i> IO-1	[3]
pGhP _{comX} -luxAB	Em ^r Ts; pG ⁺ host9 derivative carrying luxAB genes under the control of the early promoter P _{comX} of <i>L. lactis</i> DGCC12653	This study
pGhP _{comGA} -luxAB	Em ^r Ts; pG ⁺ host9 derivative carrying luxAB genes under the control of the late promoter P _{comGA} of <i>L. lactis</i> IO-1	This study
pGhP _{comX} -gfp ^{sf}	Em ^r Ts; pG ⁺ host9 derivative carrying gfp ^{sf} genes under the control of the early promoter P _{comX} of <i>L. lactis</i> DGCC12653	This study
pDR111_gfp ^{sf} (Bs)	bla amyE' P _{hyperspank-sfgfp} (Bs) spc lacI 'amyE	[4]
pGEM-rpsL*	Ap ^r ; pGEM-T Easy derivative carrying the rpsL* gene from <i>L. lactis</i> IL1403	This study
pNZ8048	Cm ^r ; Translational fusion vector carrying P _{nisa} + terminator	[5]
pNZ8048_6his-codY	Cm ^r ; pNZ8048 derivative carrying 6his-codY under the control of the nisin-inducible promoter P _{nisa}	This study
pNZ8048_6his-covR	Cm ^r ; pNZ8048 derivative carrying 6his-covR under the control of the nisin-inducible promoter P _{nisa}	This study

Ap^r, Em^r, Cm^r, and Spc^r: ampicillin, erythromycin, chloramphenicol, and spectinomycin resistance, respectively
Ts: thermosensitive

References

1. Maguin E, Prevost H, Ehrlich SD, Gruss A. Efficient insertional mutagenesis in lactococci and other gram-positive bacteria. J Bacteriol. 1996 Feb; 178(3):931-5. 10.1128/jb.178.3.931-935.1996 [doi].
2. Lambert JM, Bongers RS, Kleerebezem M. Cre-lox-based system for multiple gene deletions and selectable-marker removal in Lactobacillus plantarum. Appl Environ Microbiol. 2007 Feb; 73(4):1126-35. AEM.01473-06 [pii];1473-06 [pii];10.1128/AEM.01473-06 [doi].
3. David B, Radziejwoski A, Toussaint F, Fontaine L, de Frahan MH, Patout C et al. Natural DNA Transformation Is Functional in *Lactococcus lactis* subsp. *cremoris* KW2. Appl Environ Microbiol. 2017 Aug 15; 83(16). AEM.01074-17 [pii];01074-17 [pii];10.1128/AEM.01074-17 [doi].
4. Overkamp W, Beilharz K, Detert Oude WR, Solopova A, Karsens H, Kovacs A et al. Benchmarking various green fluorescent protein variants in *Bacillus subtilis*, *Streptococcus pneumoniae*, and *Lactococcus lactis* for live cell imaging. Appl Environ Microbiol. 2013 Oct; 79(20):6481-90. AEM.02033-13 [pii];02033-13 [pii];10.1128/AEM.02033-13 [doi].
5. Kuipers OP, Ruyter PGGAD, Kleerebezem M, de Vos WMD. Quorum sensing-controlled gene expression in lactic acid bacteria. J Biotechnol. 1998; 64(1):15-21.

# Supplementary material for: Unveiling the regulatory network controlling natural transformation in lactococci
**Source:** PLoS Genet. 2024 Jul 1;20(7):e1011340. doi: 10.1371/journal.pgen.1011340
**Supplement:** S6 Table

S6 Table. Oligonucleotides used in this study

Target fragment	Primer name	Primer sequence (5'-3')	Template DNA	PCR fragment size
codY::P ₃₂ -cat				
Up recombination arm	FT767_codY_locus_fw	CTTTTGGACACAGGGGATGAGG	DGCC12653 chromosome	1148 bp
	FT768_codY_rec_rv	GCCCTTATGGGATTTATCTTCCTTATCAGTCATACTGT<br>TATATGGCAACTCTTGT		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT769_codY_rec_fw	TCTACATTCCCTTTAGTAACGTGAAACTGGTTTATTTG<br>ATAAACTTGCAGGACGT	DGCC12653 chromosome	1225 bp
	FT770_codY_locus_rv	GTTATTGTATGACATTAAGCATC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2800 bp
	FT771_codY_diagR	TCCGTCAGTCACAACGTCTGG		
covRS::P ₃₂ -cat (01910-01915::P ₃₂ -cat)				
Up recombination arm	FT732_01915_locus_fw	CAACTTTGGTCTGGCAAACAGTCC	DGCC12653 chromosome	1223 bp
	FT733_019115_rec_rv	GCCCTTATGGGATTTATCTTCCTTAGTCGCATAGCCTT<br>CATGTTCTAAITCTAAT		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT734_01915_rec_fw	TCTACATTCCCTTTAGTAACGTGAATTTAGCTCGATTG<br>GCAGAAAATTATCAAGG	DGCC12653 chromosome	1272 bp
	FT735_01915_locus_rv	ATCCCGCCAATACCGTGACAAC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2805 bp
	FT736_01915_diagR	ATGACCCAACCTCACAATAGC		
mecA::P ₃₂ -cat				
Up recombination arm	FT681_mecA_locus_fw	TTTAATCCTTGCAAAGAAGCAACCGAGA	DGCC12653 chromosome	1104 bp
	FT 679_mecA_rec_fw	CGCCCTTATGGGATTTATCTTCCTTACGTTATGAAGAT<br>ATTATGTCTGTCTTAAC		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT680_mecA_rec_fw	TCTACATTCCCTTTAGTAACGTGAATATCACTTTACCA<br>GTCTTATTAGTATTATA	DGCC12653 chromosome	1100 bp
	FT682_mecA_locus_rv	CTTTGAGAAACATTCTACCAGCCGTC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2713 bp
	FT683_mecA_diagR	TTCATATTATAAAAGCCAGTCATTAG		
ccpA::P ₃₂ -cat				
Up recombination arm	FT720_ccpA_locus_fw	CGTACCCCTATTTAGAATACGC	DGCC12653 chromosome	1226 bp
	FT719_ccpA_DGCC_rec_rv	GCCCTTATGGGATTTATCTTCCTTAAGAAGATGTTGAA<br>CAAAATCAATTAGTTTTGG		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT634_CcpA_kw2_rec_fw	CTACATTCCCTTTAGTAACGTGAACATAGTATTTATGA<br>AAACCATTTTCATTAC	DGCC12653 chromosome	1276 bp
	FT635_CcpA_kw2_locus_rv	GGTCAGTATGAGTGAAACTTTCACAAC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2941 bp
	FT721_ccpA_diagR	ATGCACCAGATGGTCGGTA		
codY::spc				

Up recombination arm	FT767_codY_locus_fw	CTTTGGACACAGGGGATGAGG	DGCC12653 chromosome	1148 bp
	FT768_codY_rec_rv	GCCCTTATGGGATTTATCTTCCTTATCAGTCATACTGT<br>TATATGGCAACTCTTGT		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATATA	pJUD- <i>spc</i>	1034 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT769_codY_rec_fw	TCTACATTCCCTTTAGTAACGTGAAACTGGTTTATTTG<br>ATAAACTTGCAGGACGT	DGCC12653 chromosome	1225 bp
	FT770_codY_locus_rv	GTTATTGTATGACATTAAGCATC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATATA	clones	2432 bp
	FT771_codY_diagR	TCCGTCAGTCACAACGTCTGG		
ecto::nisRK-spc				
Up recombination arm	FT929_ecto_1500_fw	CTTGCTTCTTGATAAAGGAAAGTTGCA	DGCC12653 chromosome	1527 bp
	FT1125_nisRK_ecto_rec_rv	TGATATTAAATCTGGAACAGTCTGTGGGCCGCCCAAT<br>ATGACAAGAGCGACTAT		
nisRK genes	FT1055_nisRK_aval	CCACAGACTGTTCCAGATTTAATATCA	IO-1 chromosome	2665 bp
	FT1057_nisRK_spec_rec	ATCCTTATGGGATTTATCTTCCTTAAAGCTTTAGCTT<br>AGATACAGATAAAG		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATATA	pJUD- <i>spc</i>	1034 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT711_ectopic_rec_fw	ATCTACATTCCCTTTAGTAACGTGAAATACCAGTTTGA<br>CTTTACCAAAGTATAGTG	DGCC12653 chromosome	1523 bp
	FT934_ecto_1500_rv	AAATTTGTAAGCAATCGCCAGCGCG		
Insertion validation	FT930_ecto_1750_fw	AATTGCGTTAAATAATATCATTCA	clones	5424 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
comX::P ₃₂ -cat				
Up recombination arm	FT694_comX_locus_fw	TGACCATGTTACACAAGCCTATATCCT	DGCC12653 chromosome	1254 bp
	FT_693_comXcat_rec_rv	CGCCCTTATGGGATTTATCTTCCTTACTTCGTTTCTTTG<br>CATAACTTCGTCTTAAT		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT692_comXcat_rec_fw	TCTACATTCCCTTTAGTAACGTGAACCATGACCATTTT<br>ATAGGTTTAGATGTTTATG	DGCC12653 chromosome	1505 bp
	288_AR_ComX_DN_luxR	CCCAACATCTCACGACAC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATATA	clones	3343 bp
	CP_comXRVdiag	ATTCTTTAGAAAGGAGGTGATC		
comEC::P ₃₂ -cat				
Up recombination arm	FT685_comEC_DGCC_locus_fw	GTGAAGATCAGCCAACCACTCTTTCCA	DGCC12653 chromosome	974 bp
	FT684_comEC_DGCC_rec_rv	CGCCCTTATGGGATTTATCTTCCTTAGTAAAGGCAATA<br>AGATTACATCAAATAA		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT 686 comEC DGCC rec fw	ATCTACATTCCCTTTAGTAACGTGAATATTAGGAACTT<br>TTCTCTGTCTCTAATTGG	DGCC12653 chromosome	1227 bp
	FT 687 comEC DGCC locus rv	TCAAAGTGTCGCTGTGAAGTCATTACTC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATATA	clones	3445 bp
	BID_diagINTcomECRV1	GTCCAATAATACCATTCTATGAAC		
DGCC12653_00250::spc				
Up recombination arm	FT772_00250_locus_fw	ATTGATGAAGTTGGTCGTGGA	DGCC12653 chromosome	1284 bp
	FT773_00250_rec_rv	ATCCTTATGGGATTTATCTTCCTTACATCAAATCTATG<br>CGCTCAAAACTCATCAT		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATATA	pJUD- <i>spc</i>	1034 bp

	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT778_00250_rec_fw	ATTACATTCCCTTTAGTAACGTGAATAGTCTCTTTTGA<br>GCTGTGCTT	DGCC12653 chromosome	1496 bp
	FT779_00250_locus_rv	GTTATTGTATGACATTAAGCATC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2505 bp
	FT780_00250_diagR	TCCGTCAGTCACAACGTCTGG		
DGCC12653_03130::spc				
Up recombination arm	FT781_03130_locus_fw	GGAGCGTTTAGACGCACCAACA	DGCC12653 chromosome	1216 bp
	FT782_03130_rec_rv	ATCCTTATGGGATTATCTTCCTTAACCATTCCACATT<br>CCAGCATTTCAATTTA		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pJUD-spc	1034 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT783_03130_rec_fw	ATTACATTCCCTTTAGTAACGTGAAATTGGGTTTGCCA<br>GAGATGAAGGCTTATT	DGCC12653 chromosome	1267 bp
	FT784_03130_locus_rv	ATTGCTTCTGGTATGATAATAAG		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2449 bp
	FT785_03130_diagR	TCAGCCGAATAGTTTGTATAAAC		
DGCC12653_04225::spc				
Up recombination arm	FT786_04225_locus_fw	GGTTTGCATAATCATTCTTGTA	DGCC12653 chromosome	1151 bp
	FT787_04225_rec_rv	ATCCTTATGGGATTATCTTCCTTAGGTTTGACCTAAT<br>TCAAATCTTGATAAAC		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pJUD-spc	1034 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT788_04225_rec_fw	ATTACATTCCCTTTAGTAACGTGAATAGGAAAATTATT<br>AACATAAAAAAGTCTC	DGCC12653 chromosome	1265 bp
	FT789_04225_locus_rv	CATTACTACTTCCCTACTAACGC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2436 bp
	FT790_04225_diagR	TAAGGAAGATAAAATCCCATA		
DGCC12653_05990::spc				
Up recombination arm	FT 791 05990 locus fw	TACGGTGATTCTGACCGTATCG	DGCC12653 chromosome	1025 bp
	FT 792 05990 rec rv	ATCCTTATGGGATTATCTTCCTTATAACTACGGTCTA<br>TTTGAAAGCATTATATG		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pJUD-spc	1034 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT 793 05990 rec fw	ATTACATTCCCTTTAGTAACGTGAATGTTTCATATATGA<br>TTATTTTGTGTTATTA	DGCC12653 chromosome	1247 bp
	FT 794 05990 locus rv	CACTCTAACTGTTTCCACATC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2464 bp
	FT 795 05990 diagR	GCTTCTGGTCGCCTTGTTACC		
DGCC12653_07535::spc				
Up recombination arm	FT796_07535_locus_fw	ATACAGGTGGGATTGAACTTTCA	DGCC12653 chromosome	1281 bp
	FT797_07535_rec_rv	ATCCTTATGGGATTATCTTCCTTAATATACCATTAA<br>TCTTCTTCAATTAAC		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pJUD-spc	1034 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT798_07535_rec_fw	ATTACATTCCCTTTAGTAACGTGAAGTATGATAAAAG<br>AATACTAAGAGAA	DGCC12653 chromosome	1228 bp
	FT799_07535_locus_rv	CTATCCGTATTGCGAATTGC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2351 bp
	FT800_07535_diagR	TAGCTTGTTGTCGGTTGCAAAG		

DGCC12653_08355::spc				
Up recombination arm	FT801_08355_locus_fw	CGCAAGTACCCTTTATGGTGGA	DGCC12653 chromosome	1258 bp
	FT802_08355_rec_rv	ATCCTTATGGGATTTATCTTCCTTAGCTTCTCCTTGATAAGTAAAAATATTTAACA		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pJUD-spc	1034 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT803_08355_rec_fw	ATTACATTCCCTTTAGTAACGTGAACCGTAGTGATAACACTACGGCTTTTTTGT	DGCC12653 chromosome	1227 bp
	FT804_08355_locus_rv	GCCCTTATTTATCATAAATCTTGG		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2585 bp
	FT805_08355_diagR	ATCATCACGACATCAAGTGG		
DGCC12653_09325::spc				
Up recombination arm	FT806_09325_locus_fw	CATGGTTAGAACTCAATAACTATG	DGCC12653 chromosome	1224 bp
	FT807_09325_rec_rv	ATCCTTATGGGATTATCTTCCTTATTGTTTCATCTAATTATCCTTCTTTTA		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pJUD-spc	1034 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT808_09325_rec_fw	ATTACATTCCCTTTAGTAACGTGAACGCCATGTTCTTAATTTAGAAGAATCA	DGCC12653 chromosome	1228 bp
	FT809_09325_locus_rv	ACGTCCACCACCACATACAGTC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2385 bp
	FT_810_09325_diagR	CCATTACAGCAATATAAACATCCA		
DGCC12653_11640::spc				
Up recombination arm	FT811_11640_locus_fw	GACAGCTTCTCATAAGTCATC	DGCC12653 chromosome	1239 bp
	FT812_11640_rec_rv	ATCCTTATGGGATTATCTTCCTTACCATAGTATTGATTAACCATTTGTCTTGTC		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pJUD-spc	1034 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT813_11640_rec_fw	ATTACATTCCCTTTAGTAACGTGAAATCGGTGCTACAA TAAAGTTAAGGAGACA	DGCC12653 chromosome	1278 bp
	FT814_11640_locus_rv	CCAAGCAAAGGTCGCTAAAGTTC		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2380 bp
	FT815_11640_diagR	ATCCGAATCACCAAGATAGGCG		
DGCC12653_12925::spc				
Up recombination arm	FT821_12925_locus_fw	GCAGTTGCCATTATTCCTGGTATC	DGCC12653 chromosome	1305 bp
	FT822_12925_rec_rv	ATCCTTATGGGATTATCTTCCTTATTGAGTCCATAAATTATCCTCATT		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pJUD-spc	1034 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT823_12925_rec_fw	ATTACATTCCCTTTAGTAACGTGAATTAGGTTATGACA AAGCGGCAAGTTATATG	DGCC12653 chromosome	1299 bp
	FT824_12925_locus_rv	GAAGCATAGCATAAATTGGAAGCG		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2367 bp
	FT825_12925_diagR	CTAATCCATCTGACCCTATGACAT		
DGCC12653_13335::spc				
Up recombination arm	FT831_13335_locus_fw	5'TCTCGATTGGTCTAATTGTTGTTG3'	DGCC12653 chromosome	1130 bp
	FT832_13335_rec_rv	5'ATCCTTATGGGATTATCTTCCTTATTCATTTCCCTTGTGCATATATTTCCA3'		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pJUD-spc	1034 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		

Down recombination arm	FT833_13335_rec_fw	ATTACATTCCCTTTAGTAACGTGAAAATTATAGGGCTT<br>TGCCATATATTCCA	DGCC12653 chromosome	1229 bp
	FT834_13335_locus_rv	CTGAACTAACAAACGAAATTAACAAAC		
Insertion validation	252-Uplox66	TAAGGAAGATAAATCCCATA	clones	2317 bp
	FT835_13335_diagR	GACACACAATTTCGCACCAT		
DGCC12653_01140-DGCC12653_01145::P ₃₂ -cat				
Up recombination arm	FT722_01140_locus_fw	AGTCGAACCCCTGTCCAAACAC	DGCC12653 chromosome	1171 bp
	FT723_01140_rec_rv	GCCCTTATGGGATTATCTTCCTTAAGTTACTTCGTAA<br>TCATTTTGCCGAAAATT		
Resistance cassette	252-Uplox66	TAAGGAAGATAAATCCCATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT724_01140_rec_fw	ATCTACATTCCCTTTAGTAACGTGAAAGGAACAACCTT<br>CACCGTCAATCTTTAATCA	DGCC12653 chromosome	1185 bp
	FT725_01140_locus_rv	CTGTCAGTCGAATGACAGCA		
Insertion validation	252-Uplox66	TAAGGAAGATAAATCCCATA	clones	2593 bp
	FT726_01140_diagR	TCCAAGCGAACGTGATTGGC		
DGCC12653_02295-DGCC12653_02300::P ₃₂ -cat				
Up recombination arm	FT762_02295_locus_fw	ATGGTGAGCAAGAACGTCAGGT	DGCC12653 chromosome	1110 bp
	FT763_02295_rec_rv	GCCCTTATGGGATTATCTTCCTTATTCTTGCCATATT<br>ATAGCATAAAAAACGT		
Resistance cassette	252-Uplox66	TAAGGAAGATAAATCCCATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT764_02295_rec_fw	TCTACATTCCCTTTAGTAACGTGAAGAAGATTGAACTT<br>GATTCCAATTATCCA	DGCC12653 chromosome	1260 bp
	FT765_02295_locus_rv	CTGAAACCATATATCCAAACGC		
Insertion validation	252-Uplox66	TAAGGAAGATAAATCCCATA	clones	2839 bp
	FT766_02295_diagR	CCTTCCATGTTACCCATAGCTTGAC		
DGCC12653_03165-DGCC12653_03175::P ₃₂ -cat				
Up recombination arm	FT695_03175_locus_fw	GTAGAGTTGTCTATGTTAATGATG	DGCC12653 chromosome	1402 bp
	FT696_03175_rec_rv	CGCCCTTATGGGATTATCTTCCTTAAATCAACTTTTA<br>AGTAATCAAGTTCATAGA		
Resistance cassette	252-Uplox66	TAAGGAAGATAAATCCCATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT697_03175_rec_fw	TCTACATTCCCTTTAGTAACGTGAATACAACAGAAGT<br>GGCTGGTAAACAGTCAA	DGCC12653 chromosome	1452 bp
	FT698_03175_locus_rv	ACGATTGAACTTTGACTTAACTGATG		
Insertion validation	252-Uplox66	TAAGGAAGATAAATCCCATA	clones	2900 bp
	FT699_03175_diagR	CTTAGCTCATGTGAAGCATCCGAG		
DGCC12653_03735-DGCC12653_03740::P ₃₂ -cat				
Up recombination arm	FT737_03735_locus_fw	GAGATACGTTAGCCAATGGGA	DGCC12653 chromosome	1233 bp
	FT738_03735_rec_rv	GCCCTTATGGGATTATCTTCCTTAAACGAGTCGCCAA<br>GATAGTAAAGAGTATAG		
Resistance cassette	252-Uplox66	TAAGGAAGATAAATCCCATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT739_03735_rec_fw	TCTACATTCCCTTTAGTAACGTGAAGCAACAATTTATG<br>CCATTCAACATCACTTA	DGCC12653 chromosome	1284 bp
	FT740_03735_locus_rv	CTCCGTAGATTGAAGAACCT		
Insertion validation	252-Uplox66	TAAGGAAGATAAATCCCATA	clones	2846 bp
	FT741_03735_diagR	GCCAGTATATGTTTCAGCTAC		
DGCC12653_04255-DGCC12653_04260::P ₃₂ -cat				

Up recombination arm	FT742_04260_locus_fw	GTGAAAATATGGCAGTTACAA	DGCC12653 chromosome	1225 bp
	FT743_04260_rec_rv	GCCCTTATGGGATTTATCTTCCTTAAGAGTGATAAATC<br>ATCCTCCACTAATAA		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT744_04260_rec_fw	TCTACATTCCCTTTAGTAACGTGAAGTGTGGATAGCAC<br>AATTTCAAAATCCTGCA	DGCC12653 chromosome	1302 bp
	FT745_04260_locus_rv	ATCATAAGCACGTTGAACAA		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2896 bp
	FT746_04260_diagR	GAATCACAACTGGTTCTTCAT		
DGCC12653_04650-DGCC12653_04655::P _{32-cat}				
Up recombination arm	FT747_04655_locus_fw	CTCGGCACTAAATGTATCTT	DGCC12653 chromosome	1198 bp
	FT748_04655_rec_rv	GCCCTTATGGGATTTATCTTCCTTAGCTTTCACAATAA<br>TTTCATCATCTTCTAC		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT749_04655_rec_fw	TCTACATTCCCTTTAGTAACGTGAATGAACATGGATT<br>ACTGGATAAATGGTC	DGCC12653 chromosome	1282 bp
	FT750_04655_locus_rv	TTAAGACTAAGAAAGTCTATCTT		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2836 bp
	FT751_04655_diagR	GCCAAACATAATACTACGATGT		
DGCC12653_06415-DGCC12653_06420::P _{32-cat}				
Up recombination arm	FT752_06420_locus_fw	GGCAACAAGACGACAGGAACGA	DGCC12653 chromosome	1175 bp
	FT753_06420_rec_rv	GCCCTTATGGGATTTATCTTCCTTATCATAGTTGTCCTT<br>TCAAGTGGAA		
Resistance cassette	252-Uplox66	TAAGGAAGATAAAATCCCATA	pNZ5319	1402 bp
	253-DNlox71	TTCACGTTACTAAAGGGAATGTA		
Down recombination arm	FT754_06420_rec_fw	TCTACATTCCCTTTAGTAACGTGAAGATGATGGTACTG<br>ATGAGTTTGAATTTG	DGCC12653 chromosome	1215 bp
	FT755_06420_locus_rv	CGCGGCTTCTGTTGCTGGTT		
Insertion validation	252-Uplox66	TAAGGAAGATAAAATCCCATA	clones	2680 bp
	FT751_04655_diagR	GATTCAATGCTGCAACTGGTCT		
rpsL* donor DNA				
rpsL* locus	BID-LLcfusARpsL	ACACCTTTGTCTTGAAGG	IL1403 streptomycine ^r	3712 bp
	BID-LLldacARpsL	AAGCTGTCAGTAAATTGACG		
rpsL* sequencing				
rpsL* gene	BID-RpsLUnivUp	GTATTTCTCATCGCTTCGC	IL1403 streptomycine ^r	525 bp
	BID-RpsLUnivDown	CCAAAACCTCACGTTTGG		
pGhP _{comX} -luxAB				
P _{comX}	FT886_PcomX_fw	AATAAAAAAGCAAGGTAAATAGCC	DGCC12653 chromosome	179 bp
	FT887_PcomX_rv	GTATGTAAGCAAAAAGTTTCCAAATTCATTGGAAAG<br>TTCTCCTTTTATATTATC		
pGh-luxAB	FT884_pGhPcomGAlux_fw	ATGAAATTTGGAAACTTTTGGCTTACATAC	pGhP _{comGA} [MGJ]-luxAB	5808 bp
	FT925_PcomXlux_rec_rv	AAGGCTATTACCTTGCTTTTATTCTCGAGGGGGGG<br>CCCGGTACCCAATTTCG		
pGhP _{comGA} -luxAB				
P _{comGA}	LuxcIOF1_XhoI	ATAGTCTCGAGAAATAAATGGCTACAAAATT	IO-1 chromosome	479 bp
	LuxIOR1	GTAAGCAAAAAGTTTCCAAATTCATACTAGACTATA<br>CGCAAATAATC		
pGh-luxAB	LuxcIOR2_XhoI	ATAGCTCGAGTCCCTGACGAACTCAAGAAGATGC		5934 bp

	LuxIOF2	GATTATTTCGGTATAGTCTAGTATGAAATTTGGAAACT<br>TTTTGCTTAC	pGhP _{comGA} [MGJ]-<br>luxAB	
pGhP _{comGA} -luxAB				
P _{comX}	FT886_PcomX_fw	AATAAAAAAGCAAGGTAAATAGCC	DGCC12653<br>chromosome	287 bp
	FT968_sfGFP_rec	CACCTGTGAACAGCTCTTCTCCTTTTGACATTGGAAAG<br>TTCTCCTTTTATATTAT		
gfp ^{sf} gene	FT967_sfGFP_fw	ATGTCAAAAGGAGAAGAGCTGTTCACAGGT	pDR111-<br>sfGFP(Bs)	737 bp
	FT969_sfGFP_rv_SacII	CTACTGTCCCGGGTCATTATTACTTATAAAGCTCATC<br>CATGCCGT		
pGh	FT970_pGh_SacII	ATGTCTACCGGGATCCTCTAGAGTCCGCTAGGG	pG ⁺ host9	3721 bp
	FT925_PcomXlux_rec_rv	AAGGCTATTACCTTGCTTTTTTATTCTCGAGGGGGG<br>CCCGGTACCAATTTCGC		
pBAD_6his-ccpA				
ccpA	FT1447_ccpA_rec_fw	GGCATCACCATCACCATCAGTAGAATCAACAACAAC<br>AATTTATGATGTGGCA	DGCC12653<br>chromosome	1036 bp
	FT1448_ccpA_rec_rv	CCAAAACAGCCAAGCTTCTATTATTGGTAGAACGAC<br>GAGAAAAGATTTCATG		
pBAD-6his	FT1328_pBAD_stop_fw	TAGAAGCTTGGCTGTTTTGGCGGATGAG	pBAD-6his	3985 bp
	FT1446_pBAD6his_rev	GTGATGGTGATGGTGATGCCCATG		
pNZ8048_6his-codY				
6his-codY	FT1321_6HiscodY_Up	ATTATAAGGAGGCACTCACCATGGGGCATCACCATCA<br>CCATCACGTGGCTACATTACTTGAAAAAAC	DGCC12653<br>chromosome	853 bp
	FT1322_6HiscodY_Dw	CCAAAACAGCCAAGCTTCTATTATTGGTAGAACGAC<br>GAGAAAAGATTTCATG		
pNZ8048	FT1112_pNZ_Gib_fw	TGAACCAAAATTAGAAAACCAAGGCTTG	pNZ8048	3296 bp
	FT1111_pNZ_Gib_rv	GGTGAGTGCCTCCTTATAATTTATTTTG		
pNZ8048_6his-covR				
6his-covR	FT1334_pNZ_covR_rec_fw	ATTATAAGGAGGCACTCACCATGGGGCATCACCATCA<br>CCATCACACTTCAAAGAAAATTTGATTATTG	DGCC12653<br>chromosome	754 bp
	FT1335_pNZ_covR_rec_rv	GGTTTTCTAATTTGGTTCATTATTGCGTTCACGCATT<br>ACATAACCTAAGC		
pNZ8048	FT1112_pNZ_Gib_fw	TGAACCAAAATTAGAAAACCAAGGCTTG	pNZ8048	3296 bp
	FT1111_pNZ_Gib_rv	GGTGAGTGCCTCCTTATAATTTATTTTG		
mecA locus for gene swapping				
mecA	FT1319_mecA_Up_Up	TGATAAATTCATAACAGAACTTTGTCAT	DGCC12653 and<br>DGCC12671<br>chromosome	5030 bp
	FT1320_mecA_Dw_Dw	GACAAATATTAGACCTTAAAAATCCGGATG		
EMSA: P _{comX}				
P _{comX}	FT851_Cy3_PcomX_up	Cy3-AATAAAAAAGCAAGGTAAATAGC	DGCC12653<br>chromosome	256 bp
	FT853_Cy5_PcomX_dw	Cy5-TGGAAAGTTCTCCTTTTATATTATC		
EMSA: X2 Fw				
P _{comX}	FT888_PcomX2	GTAATAAAAGCCATAAAAAATGTCTTG	DGCC12653<br>chromosome	154 bp
	FT853_Cy5_PcomX_dw	Cy5-TGGAAAGTTCTCCTTTTATATTATC		
EMSA: X3 Fw				
P _{comX}	FT1558	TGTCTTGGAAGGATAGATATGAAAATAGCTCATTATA<br>AT	DGCC12653<br>chromosome	135 bp
	FT853_Cy5_PcomX_dw	Cy5-TGGAAAGTTCTCCTTTTATATTATC		
EMSA: X4 Fw				
P _{comX}	FT889	AAGATGCTCCCTGACTGTTTATTAGAT	DGCC12653<br>chromosome	96 bp
	FT853_Cy5_PcomX_dw	Cy5-TGGAAAGTTCTCCTTTTATATTATC		
EMSA: X5 Rv				
P _{comX}	FT851_Cy3_PcomX_up	Cy3-AATAAAAAAGCAAGGTAAATAGC	DGCC12653<br>chromosome	86 bp
	FT1355	CGTGTTTTACCTAACGATATTA		

EMSA: X6 Rv				
<i>P_{comX}</i>	FT851_Cy3_PcomX_up	Cy3-AATAAAAAAGCAAGGTAAATAGC	DGCC12653<br>chromosome	115 bp
	FT975	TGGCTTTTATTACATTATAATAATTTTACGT		
EMSA: <i>P_{comX}</i> native CodY-box				
<i>P_{comX}</i>	FT1368_PcomX_codY_contr<br>ol	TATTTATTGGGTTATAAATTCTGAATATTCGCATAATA<br>TCGTTAGGTAAAAAC	DGCC12653<br>chromosome	225 bp
	FT853_Cy5_PcomX_dw	Cy5-TGGAAAGTTCTCCTTTTATATTATC		
EMSA: <i>P_{comX}</i> mutated CodY-box				
<i>P_{comX}</i>	FT1369_PcomX_codY_mute	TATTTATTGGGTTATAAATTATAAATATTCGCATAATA<br>TCGTTAGGTAAAAAC	DGCC12653<br>chromosome	225 bp
	FT853_Cy5_PcomX_dw	Cy5-TGGAAAGTTCTCCTTTTATATTATC		
EMSA: negative control				
CDS <i>dnaE</i>	AK350	CCTGTAGTTCCTTACATAC	<i>S. salivarius</i><br>HSISS4<br>chromosome	150 bp
	AK303	TTCCATTTCTTGAGGCGAG

How the deposited data were processed for this re-analysis (not part of the article)

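RNA of *L. lactis* DGCC12653 was measured in 6 libraries: wild type and *codY* mutant in CDM*-DEB, wild type and *covRS* mutant in CDM*, all collected at the glucose-maltose diauxic shift, and wild type with an empty vector and the strain overexpressing *comX* in M17 with xylose, collected in mid log phase. Conditions were taken from the sample labels and the methods, which describe the first 4 libraries. The pair in M17 with xylose is described by the labels and by the third ratio column of S2 Table. Each condition has 1 library, so no test, p-value or standard error across strains or media was computed. Every interval of a fold or of a single value covers counting error only.

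The deposited table holds counts of reads per CDS, which the authors made by aligning the reads with Bowtie2 on the Galaxy server and counting them with SeqMonk. Versions, genome build, strand setting and the treatment of reads that align at several places are not given in the sources used here, although the library kit keeps strand. No deposited count is 0 and the lowest is 1, for 242 CDS in the wild type in CDM*-DEB, 245 in CDM* and 176 with the empty vector, and for 177, 215 and 171 in the *codY* mutant, the *covRS* mutant and the overexpression strain. Either 0 was replaced by 1 or 1 was added to every count, and the values do not tell which. The table also holds a fraction, the count divided by a total per library, computed by the authors, and a fold, the ratio of the authors' fractions of mutant and wild type. The methods describe a standardization of counts per fixed number of reads. The totals behind the deposited fractions equal the sum over all CDS in the pair in M17 with xylose and exceed it in the other libraries. A second file gives the sequence of each CDS.

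The values given here start from the deposited counts. Counts were divided by their sum over the 2656 CDS of the library and multiplied by 10000000 to give standardized reads. Folds of 2 libraries carry exact 95% intervals from the conditional binomial distribution, and single values exact 95% Poisson intervals. The 95% interval of a median is an order-statistic interval over the genes of the list. It reflects the spread between these genes and not counting error or variation between cultures. It treats the genes as independent, although some are neighbours on the chromosome, such as *comGA* to *comGG*. Counts of CDS past a fold of 3, the threshold of S2 Table, cover CDS with at least 10 reads in 1 of the 2 libraries. A depth of 7589930 to 14123069 CDS-mapped reads leaves a single read worth 0.708 to 1.32 standardized reads, so folds of late *com* genes that have 1 to 3 reads in a control are known only within wide intervals. The median fold of a gene list was set against 10000 random lists of the same size, each gene replaced by a random CDS among the 60 nearest on mean expression; this describes these libraries and is no test. Runs of neighbouring CDS were compared with 1000 shuffles of positions.

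Gene names were taken from S1, S2 and S3 Tables, whose locus numbers are those of the deposited table. *codY*, *ccpA*, *mecA* and *ezrA* were placed by exact matches of at least 18 bases between primers of S6 Table and the CDS sequences. None of the 2656 locus tags is in the reference table of gene names provided, which is of another strain, so 21 lists of genes by symbol, written before the data were examined, could not be run, and *clpC* and *clpP* were not identified. The lists that could be run are the 16 late *com* genes of S1 Table, the 16 two-component system genes and the 10 *rgg* genes of S3 Table. A rule set before the data were examined, when the values of S2 Table had been read, fixed the genes to name. It covered the deleted or overexpressed genes, the neighbours and regulators of *comX* and every gene of S1, S2 and S3 Tables. The text names those that bear on a statement. It leaves out the CDS after *comX*, SL12653_13410, with folds of 1.70 (*codY*), 0.868 (*covRS*) and 0.282 (overexpression), and some genes of S3 Table. The rule also took the 5 strongest CDS in each direction outside these tables, but since nothing pairs them with names, at most 2 IDs are given per direction. Near-identical sequences were searched with blastn 2.17.0 among all CDS: 47 CDS match another CDS at 90% identity or more over at least 100 bases, and none of them is a gene of S1, S2 or S3 Table.

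Alternatives set before the data were examined were factors from TMM (edgeR 4.0.16) and from the median of ratios (DESeq2 1.42.0, both in R 4.3.3), totals without the genes of S1 and S2 Tables and the 10 most abundant CDS, the authors' own standardized values, no filter on low counts or at least 50 reads, a fold of 2, intervals that must pass the threshold, random lists matched on the control library or not matched, and 0.5 reads added to each count. Subtracting 1 from every count, with a floor of 3 reads for 0, was added after the data were examined, as were other scalings of the gene lists between the wild types in both media (those of *comX* were set before), for *ywdE*, for the numbers of TCS and *rgg* genes past 3-fold, for the folds of single named genes and for the CDS shared by all 3 comparisons, and the use of the wild type in CDM*-DEB as the control of the *covRS* mutant. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on 100 simulated pairs of libraries per comparison, drawn from the mean of both libraries with 200 of the 2656 CDS changed. The simulated counts held Poisson noise only and were scaled by the fixed totals of the real libraries. Variation between cultures and shifts in composition did not enter, so the values below check the computation and are no error rates of the real folds. For the *codY* comparison, 96.5% of CDS changed by 4-fold and 99.9% of those changed by 8-fold were past 3-fold in the right direction, beside a mean of 3.75 unchanged CDS. For the *covRS* comparison these values were 97.1%, 99.7% and 4.27, and for *comX* overexpression 97.3%, 99.8% and 4.32. The mapping of reads on the *comX* promoter was not analysed here, since the counts cover CDS.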

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

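The patterns in this part lie in genes or in a pair of libraries that the paper does not discuss. The tests on carry-over, on scaling and both on the wild type in CDM* were chosen after the result was seen, the others before.

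Outside S2 Table, 2 CDS were higher by 3-fold or more in the *codY*, *covRS* and overexpression comparisons, SL12653_03005 and SL12653_09645, both picked out after their values were seen. SL12653_03005 was 3.64-fold (95% interval bound nearest 1, 3.28), 3.74-fold (3.33) and 19.8-fold (18.4) higher, and SL12653_09645 4.60-fold (4.14), 16.6-fold (13.3) and 36.1-fold (33.5), but with the wild type in CDM*-DEB as the control of the *covRS* mutant both calls end there, at 2.39 (95% interval 2.15 to 2.66) and 2.73 (2.45 to 3.05). Reads shared with a near-identical gene of S2 Table cannot account for them, since 0% of them match such a gene, nor can counts near the floor, since 0% have under 10 reads in a control. Transcription that runs on from a neighbouring gene may account for them: 100% lie within 2 locus tags of a gene of S2 Table (*comFC* and *comC*), against 2.11% of the other tested CDS. A ComX-dependent promoter of their own was not tested and stays open, as the sequences between CDS are not in the files.

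In the wild type, 13 of the 16 late *com* genes were 3-fold or more higher in CDM*-DEB than in CDM*, with a median fold of 21.7 over all 16, while *comX* itself was at 0.858 (95% interval 0.759 to 0.969). In CDM*, 9 of the 16 had at most 3 reads, 7 of them a single read, so their folds have wide intervals. Over the 7 genes with more than 3 reads there, the median fold was 16.2. To give the higher late *com* counts in CDM*-DEB, reads carried over from the library of the *codY* mutant would have to reach 3.01% of its *comGA* reads. The largest share found for a deleted or silent gene, that of *covR*, whose first bases remain in the mutant, is 3.89% of this. These shares come from other libraries, so a larger carry-over into the wild-type library in CDM*-DEB alone cannot be excluded. Scaling does not account for the difference, since with TMM and median-of-ratios factors the lower of the 2 medians over the 16 genes was 15.3. A difference between the media, or in the moment of harvest around the diauxic shift, also remains open. Neither was tested with these libraries, as each medium has 1 library. In its transformation assays, the paper reports a higher rate for this strain in CDM*-DEB than in CDM*.

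The *rgg* gene *ywdE* was 75.6 times lower in the *covRS* mutant than in the wild type in CDM*, where it had 1820 standardized reads, against 30.3 in the wild type in CDM*-DEB and 111 with the empty vector.

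For the CDS that were 3-fold or more higher or lower in the *covRS* mutant, the wild-type library in CDM* might stand apart from the other libraries. Of the 267 higher CDS, 69.3% were within 3-fold between the *covRS* mutant and the wild type in CDM*-DEB, as that explanation needs. Of the 314 lower CDS, 41.1% were, which lies between the bounds set for and against it, so for these an effect of *covRS* and a feature of that library cannot be told apart with 1 library of each. A difference in medium that acts on the same CDS as the deletion would give such shares too and was not tested. The median fold of the higher CDS was 4.37 over the wild type in CDM* and 1.65 over that in CDM*-DEB. With a median so near 3, a modest shift is enough to end many of these calls. For the lower CDS, the medians were 0.191 and 0.288. Both sets thus stayed on the same side of 1 as a whole, though the same mutant library enters both comparisons.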

How the results depend on the processing

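Among the *comX* folds and the medians of gene lists, none whose interval left out 1 changed direction under the alternatives run. Single named genes whose interval left out 1 did under at least 1 scaling: 1 in the *codY* comparison (*walK*), 2 in the *covRS* comparison (*ciaR* and *codY*, which was at 0.987 instead of 1.13 with the median of ratios), 7 upon overexpression (among them *ccpA*) and 2 between the media (*covS* and *mecA*). More fell below 1 in the *covRS* mutant with the wild type in CDM*-DEB as control, among them *ezrA*, *ccpA* and *walK*. For the main results, 149 comparisons with an alternative stayed within the interval, or within 1.5 times for counts, while 39 did not. For the others, 37 stayed and 17 did not. The other control of the *covRS* mutant and all scalings of TCS and *rgg* numbers were chosen after seeing the data. Filters on low counts were not applied to the late *com* genes. In the alternatives run for them, at least 15 of the 16 were past 3-fold in the *codY* and *covRS* mutants and all 16 upon overexpression. The cause of the changes was not tested beyond the construction of each alternative. All scalings multiply each fold by 1 factor: on the log2 scale, TMM moved every fold by -0.25 in the *codY* comparison, -0.14 in the *covRS* comparison, 0.53 for *comX* overexpression and -0.49 for the wild type in both media, the median of ratios by -0.27, -0.20, 0.54 and -0.51, and totals without abundant genes by -0.02, 0.24, 0.37 and -0.12. The fold of *comX* in the *codY* mutant was 7.18 with TMM and 7.10 with the median of ratios. In the *covRS* mutant it was 6.11 and 5.87, 7.94 without abundant genes and 5.97 with the authors' values. Upon overexpression it was 282, 284 and 253 without abundant genes, and between the wild-type libraries 0.609 and 0.602. The median fold of the TCS genes in the *codY* mutant went from 1.04 to 0.875 and 0.865, so no direction is given for it. Genes past 3-fold with TMM or the median of ratios were 1 lower TCS gene in the *codY* mutant instead of 0, and upon overexpression 1 higher TCS and 1 higher *rgg* gene instead of 0 of each and 3 lower *rgg* genes instead of 5, as without abundant genes. With the wild type in CDM*-DEB as the control of the *covRS* mutant, *comX* was 7.85-fold higher, the median of the late *com* genes was 17.4 instead of 329, 134 CDS were higher and 347 lower (27.9% higher), and 0 TCS genes instead of 1 were higher and 0 *rgg* genes instead of 1 lower. Percentiles with lists matched on the control library and with unmatched lists were 29.1 and 15.9 for TCS genes in the *codY* mutant (27.2 and 66.0 for *rgg* genes), 97.6 for TCS and 82.8 for *rgg* genes in the *covRS* mutant with the former, and 93.7 and 89.3 (0.98 and 0.92) upon overexpression.

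CDS higher by 3-fold or more numbered 153 in the *codY* mutant, but 366 at 2-fold and 83 where the interval had to pass the threshold, which are a looser and a stricter criterion by construction; lower ones numbered 50 and, at 2-fold, 115. In the *covRS* mutant, 267 higher became 559 and 172, and 314 lower became 483 at 2-fold. Upon overexpression, 137 higher became 206 with TMM, 209 with the median of ratios and 224 at 2-fold, and 474 lower became 276, 268 and 790. The share of higher among changed CDS there was 22.4%, against 42.7% with TMM, 43.8% with the median of ratios and 35.3% without abundant genes. In the *codY* mutant it was 75.4%, against 63.9% with TMM and 63.4% with the median of ratios, and in the *covRS* mutant 46.0%, against 35.1% with the median of ratios and 57.9% without abundant genes. CDS outside S2 Table past 3-fold in all 3 comparisons numbered 4 instead of 2 without abundant genes in the totals, and with the wild type in CDM*-DEB as the control 2 others took the place of both. The 21 lists of genes by symbol could not be run, as the files pair no locus tags with symbols. No paired analysis was possible because each condition has 1 library.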

Differences from the paper's values

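No ratio of S2 Table differs from the corresponding fold given here by more than 1.5 times. Over the 81 ratios, 27 genes in 3 comparisons, the larger value is at most 1.13 times the smaller, and with the authors' standardized values both are equal to within rounding. With TMM factors the largest quotient is 1.45 and with the median of ratios 1.46.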

Other observations

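The *codY* mutant in CDM*-DEB and the *covRS* mutant in CDM* had similar levels of late *com* transcripts, although the median folds of these genes over their wild types differ by an order of magnitude. Set directly against the *codY* mutant, the late *com* genes of the *covRS* mutant had a median of 0.704 (0.416 to 1.02 over the 16 genes) and *comX* was at 0.919 (95% interval 0.885 to 0.954). The wild types differ more: *comGA* had 195 standardized reads in CDM*-DEB and 0.961, a single read, in CDM*, and *dprA* had 208 and 5.77. Overexpression gave a median of 23.6 times the late *com* levels of the *covRS* mutant, between 12.0 and 49.8, with 8.88 times its *comX* (8.64 to 9.12). These comparisons join strain, medium and growth phase.

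Between the wild types, genes of 2 of the paper's regulators of *comX* also differed: *ccpA* was 3.08-fold higher in CDM*-DEB than in CDM* (2.95 to 3.21) and *covR* was at 0.525 (0.518 to 0.532), while *codY* was 1.52-fold higher (1.47 to 1.57). Of the 16 TCS genes, 6 were 3-fold or more higher in CDM*-DEB, among 18.0% of all tested CDS, and the list stands at percentile 67.8 of the matched random lists. The sensor gene *kinE* was 6.37-fold higher (4.46 to 9.32) and *walK* 4.05-fold (3.77 to 4.35). All folds between these libraries are 0.710 times as large with TMM factors, under which 2 of the 16 TCS genes pass 3-fold, *kinE* and *llrE*, and *walK* and *ccpA* do not.

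The *codY* and *covRS* comparisons, which share no library, had 48 CDS in common among those 3-fold or more higher, 24 of them in S2 Table, where independent lists would share 14.8. Among the lower CDS, 22 were in common, none in S2 Table, against 6.65 for independent lists. Of the CDS higher in the *covRS* mutant, 133 (49.8%) were also 3-fold or more higher in the wild type in CDM*-DEB than in CDM*, where independent lists would share 48.8 and counting noise alone 1.11 in 100 simulations. Of the lower CDS, 71 (22.6%) were also lower there, against 16.2 and 0.33. Part of both excesses may come from the shared wild-type library in CDM*, to which the shares of 69.3% and 41.1% within 3-fold given for these CDS also belong.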
